# Global Transcriptional Response to *Hfe* Deficiency and Dietary Iron Overload in Mouse Liver and Duodenum

**DOI:** 10.1371/journal.pone.0007212

**Published:** 2009-09-29

**Authors:** Alejandra Rodriguez, Tiina Luukkaala, Robert E. Fleming, Robert S. Britton, Bruce R. Bacon, Seppo Parkkila

## Abstract

Iron is an essential trace element whose absorption is usually tightly regulated in the duodenum. *HFE*-related hereditary hemochromatosis (HH) is characterized by abnormally low expression of the iron-regulatory hormone, hepcidin, which results in increased iron absorption. The liver is crucial for iron homeostasis as it is the main production site of hepcidin. The aim of this study was to explore and compare the genome-wide transcriptome response to *Hfe* deficiency and dietary iron overload in murine liver and duodenum. Illumina™ arrays containing over 47,000 probes were used to study global transcriptional changes. Quantitative RT-PCR (Q-RT-PCR) was used to validate the microarray results. In the liver, the expression of 151 genes was altered in *Hfe^−/−^* mice while dietary iron overload changed the expression of 218 genes. There were 173 and 108 differentially expressed genes in the duodenum of *Hfe^−/−^* mice and mice with dietary iron overload, respectively. There was 93.5% concordance between the results obtained by microarray analysis and Q-RT-PCR. Overexpression of genes for acute phase reactants in the liver and a strong induction of digestive enzyme genes in the duodenum were characteristic of the *Hfe*-deficient genotype. In contrast, dietary iron overload caused a more pronounced change of gene expression responsive to oxidative stress. In conclusion, *Hfe* deficiency caused a previously unrecognized increase in gene expression of hepatic acute phase proteins and duodenal digestive enzymes.

## Introduction

Iron plays crucial roles in cellular metabolism but, in excess, it can catalyze the formation of free radicals leading to oxidative stress and cell damage [1]. Iron is absorbed in the duodenum, where it crosses the apical and basolateral membranes of absorptive enterocytes to enter the blood stream [2]. There is no regulated mechanism of iron excretion, and thus the absorption of iron must be tightly regulated to maintain iron balance. *HFE*-related hereditary hemochromatosis (HH, OMIM-235200) is an autosomal recessive disorder in which absorption of iron is inappropriately high [3], [4]. HH is characterized by high transferrin saturation and low iron content in macrophages. Iron is deposited primarily in the parenchymal cells of various organs, particularly the liver, but also the pancreas, heart, skin, and testes, resulting in tissue damage and organ failure. Clinical complications in untreated HH patients include hepatic fibrosis, cirrhosis, hepatocellular carcinoma, diabetes, cardiomyopathy, hypogonadism, and arthritis [4].

HH is characterized by inappropriately low expression of the iron-regulatory hormone hepcidin [5]. Hepcidin, a small peptide hormone expressed mainly in the liver, is a central player in the maintenance of iron balance [6]. The only known molecule capable of transporting iron out of cells is ferroportin [7]–[9]. This iron exporter is located in the plasma membrane of enterocytes, reticuloendothelial cells, hepatocytes, and placental cells [7]. Hepcidin binds to ferroportin and induces its internalization and degradation, therefore suppressing the transport of iron into the circulation [10]. The expression of hepcidin is induced by increased iron stores and inflammation, and suppressed by hypoxia and anemia [11], [12].

Mice homozygous for a null allele of *Hfe* (*Hfe^−/−^*) provide a genetic animal model of HH [13]. There are several animal models of iron overload based on administration of exogenous iron [14]. According to the route of iron delivery, these can be divided into two main types: enteral (i.e. dietary) and parenteral models. For example, dietary supplementation with carbonyl iron in mice reproduces the HH pattern of hepatic iron loading, with predominantly parenchymal iron deposition [14]. Although both *Hfe* ^−/−^ mice and carbonyl iron-fed mice develop iron overload, there are important differences between these two models. *Hfe* ^−/−^ mice lack Hfe protein and therefore have decreased expression of hepcidin [15], [16], while mice with dietary iron overload express functional Hfe protein and their hepcidin expression is elevated [12].

Current RNA microarray technology allows expression profiling of the whole transcriptome. This methodology has been used to explore the effects of *Hfe* gene disruption on mRNA expression in the liver and duodenum, two organs with crucial roles in iron metabolism [17]. In the present study, we used this approach to study gene expression in the liver and duodenum of *Hfe* ^−/−^ mice and wild-type mice, with or without dietary iron overload. This allowed the identification of genes whose expression is changed during iron overload and those genes whose expression is differentially influenced by lack of Hfe protein.

## Results

We used global microarray analysis to study gene expression in the liver and duodenum of *Hfe* ^−/−^ mice and carbonyl iron loaded mice, and comparing it with that of wild-type mice fed a standard diet. This approach allowed the identification of genes whose expression is changed during iron overload and those genes whose expression is differentially influenced by lack of Hfe protein. All the mice used were males and all had the same genetic background (C57BL/6).

### Hepatic transcriptional response to *Hfe* deficiency and dietary iron overload

Hepatic RNA from 3 *Hfe^−/−^* mice and 2 wild-type mice was subjected to microarray analysis. 

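Each array was an Illumina Sentrix Mouse-6 Expression Beadchip hybridized with liver RNA of a single male mouse, so that the replicates are individual mice. Between 12846 and 13019 probes (median 13004) were detected at a detection p under 0.05 on the 3 *Hfe-/-* arrays, and between 13464 and 13636 (median 13550) on the 2 wild-type arrays. The authors normalized the data with Chipster by the quantile method, kept the 0.6% of probes with the highest SD and took a cutoff of 1.4-fold, without filtering on p-values. From the deposited bead signals, which are linear and neither background-subtracted nor normalized, the 10 liver arrays were quantile-normalized together and transformed to log2. The 14160 probes detected on at least 2 of the 5 arrays were compared between the groups with limma, and p-values were adjusted with the Benjamini-Hochberg method. A result passed the test at an adjusted p under 0.05. In simulated data with the same groups, 86 of 100 probes shifted by 1 on the log2 scale and 100 of 100 shifted by 2 passed the test, as did 9 of 13940 probes that were not shifted. Here and in the other comparisons, the simulation drew independent normal noise for each probe. It holds no array that stands apart over many genes, so that these rates may not apply to the real arrays. The number of arrays limits the precision of each value.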

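Over all probes, the log2 signals of the 3 pairs of *Hfe-/-* livers had Pearson correlation coefficients of 0.9872 to 0.9898 with a mean of 0.9886, and those of the pair of wild-type livers 0.9889. The 6 pairs that joined an *Hfe-/-* and a wild-type liver had a mean coefficient of 0.9869. These coefficients are across probes, which are not independent replicates.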

The Pearson correlation coefficient between the knock out mice and between the controls was in both cases 0.989. 

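*Apoa4*, which encodes an apolipoprotein of triglyceride-rich lipoproteins, was 2.37-fold higher in the liver of *Hfe-/-* mice. Its log2 signal (probe ILMN_1250349) was 10.41 ± 0.19 (SD, n = 3) in *Hfe-/-* mice and 9.17 ± 0.19 (SD, n = 2) in wild-type mice (adjusted p = 0.0481 from limma). Besides *Apoa4*, a pair of probes without a gene symbol were higher and *Tfrc* was lower, and no other probe passed the test. Probe ILMN_2417233 was detected on all 3 *Hfe-/-* arrays and on 0 of the 2 wild-type arrays, at a level at least 14.7-fold higher (adjusted p = 2.4e-06). The other unnamed probe, ILMN_1213448, was 2.25-fold higher, with a log2 signal of 9.14 ± 0.18 (SD, n = 3) against 7.97 ± 0.02 (SD, n = 2), and its call at adjusted p = 0.0481 ends without wild-type replicate 2 (0.206) and in 8 other alternatives. In all, 3 probes were higher and 1 was lower, while 1266 had an unadjusted p under 0.05 where chance alone gives 708. The study's rule on SD and fold-change took 107 probes as higher and 75 as lower, which stand for 136 named genes and 36 probes without a symbol. The call of *Apoa4* ends without *Hfe-/-* replicate 1 (adjusted p = 0.0899) or 3 (0.124), without wild-type replicate 1 (0.098) or 2 (0.158), when only these 5 arrays are normalized together (0.073), with the authors' normalized values (0.0736), with normexp background correction (0.0781), with probes detected on every array (0.0898), with a replicate block (0.0833) and when adjusted over the probes of highest SD (0.116). The number of probes past the threshold is 1 without wild-type replicate 2, 2 without *Hfe-/-* replicate 1, 12 without wild-type replicate 1 and 16 without *Hfe-/-* replicate 2.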

The results revealed 86 induced genes and 65 repressed genes, using a cutoff value of ±1.4-fold (Table 1 and Dataset S1). This cutoff value has been proposed as an adequate compromise above which there is a high correlation between microarray and Q-RT-PCR data, regardless of other factors such as spot intensity and cycle threshold [18]. 

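*Saa2*, an acute phase serum amyloid, had the largest fold-change of the named genes taken by the study's rule, with a 9.81-fold higher mean in *Hfe-/-* mice (adjusted p = 0.476). At the other end, *Creld2*, a gene of the endoplasmic reticulum stress response, had a 3.48-fold lower mean, with a log2 signal of 8.69 ± 0.80 (SD, n = 3) in *Hfe-/-* mice against 10.49 ± 0.04 (SD, n = 2) in wild-type mice (adjusted p = 0.244). Neither gene passed limma's test. Without *Hfe-/-* replicate 2, *Saa2* does pass it, at a log2 fold change of 4.72 (adjusted p = 0.00349). Replicate 2 had the lowest *Saa2* signal of the *Hfe-/-* mice, so that leaving it out raises the mean and cuts the spread by construction.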

The fold-changes ranged from 9.83 to −3.47. Functional annotation of the gene lists highlighted the biological processes that may be modified by *Hfe* deficiency. This analysis revealed enrichment of heat shock proteins and proteins related to inflammatory responses or antigen processing and presentation, among others (Table 2).

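Genes of cytosolic heat shock proteins, endoplasmic reticulum chaperones and MHC class II antigen presentation tended to have lower values in the liver of *Hfe-/-* mice, and no single member passed limma's test over all probes. Of 26 heat shock genes measured, 18 had a negative log2 fold change, with a median of -0.16, and 3 were lower when adjusted over the list alone. *Hsph1*, a co-chaperone of Hsp70, had a log2 fold change of -1.11 (standard error 0.27, adjusted p = 0.316), and the co-chaperone *Stip1* one of -0.87 (standard error 0.15, adjusted p = 0.163). Among 28 genes of endoplasmic reticulum chaperones and the unfolded protein response, 20 were negative with a median of -0.21, and 10 were lower when adjusted over the list alone. The chaperone *Hspa5* (BiP) was at 7.86 ± 0.24 (SD, n = 3) on the log2 scale against 8.98 ± 0.11 (SD, n = 2), a 2.17-fold lower mean (adjusted p = 0.0847). Of 10 MHC class II genes, 7 were negative and 6 were lower when adjusted over the list alone, among them *H2-Aa* at a log2 fold change of -0.87 (standard error 0.17, adjusted p = 0.211). Markers of T cells and NK cells moved with them: 6 of 6 were negative, with a median of -0.19 (camera adjusted p = 0.00019, adjusted p = 0.427 with an estimated correlation). The 3 lists differed from the other genes in limma's camera test with a preset correlation of 0.01, at adjusted p = 2.5e-05 for heat shock, 8.5e-11 for chaperones and 2.2e-05 for MHC class II. None of these calls holds with an estimated correlation, where camera's adjusted p = 0.476, 0.455 and 0.476. That test takes the correlation from the few arrays of a comparison and has few degrees of freedom. Hardly any list can pass it, here or in the other comparisons, so that a lost call does not show that a list stayed still. Of the members, 6, 5 and 4 stand in the paper's own list of regulated genes from these mice, so these counts are not independent evidence. Without those members the heat shock list (camera adjusted p = 0.116) and the MHC class II list (0.672) do not pass. Since those members were picked by SD and fold change on these same arrays, a weaker list without them is built in. Against all 4 control arrays, a choice made after the values were seen, none of the 3 lists passes (0.078, 0.084 and 0.97). *Hspa5* passes without *Hfe-/-* replicate 2 (adjusted p = 0.0166), with median scaling (0.0368), with no detection filter (0.015) and with a trended robust fit (0.0202).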

**Table 1:** Number of genes regulated by *Hfe* deficiency or dietary iron overload in murine liver and duodenum.

Tissue	Model	Total regulated genes	Upregulated genes	Downregulated genes	Proportion of results confirmed by Q-RT-PCR
**Liver**	*Hfe* ^−/−^	151	86	65	11/12
	Dietary Iron	218	123	95	16/17
**Duodenum**	*Hfe* ^−/−^	173	143	30	6/7
	Dietary Iron	108	49	59	10/10

Genes with changes in mRNA expression greater than ±1.4-fold were considered as regulated.

**Table 2:** Functional annotation of genes regulated in the liver of *Hfe^−/−^* mice.

Functional Category	Gene Symbol	Description	GenBank Number	FC	Q-PCR
Response to unfolded protein	Hspd1	heat shock protein 1 (chaperonin)	NM_010477	1.54	
	H47	histocompatibility 47	NM_024439	−1.45	
	Hsp90ab1	heat shock protein 90 kDa alpha (cytosolic), class B member 1	NM_008302	−1.48	
	Hspb1	heat shock protein 1	NM_013560	−1.66	
	Hspa8	heat shock protein 8	NM_031165	−1.70	
	Hsp90b1	heat shock protein 90 kDa beta (Grp94), member 1	NM_011631	−1.71	
	Hsp90aa1	heat shock protein 90 kDa alpha (cytosolic), class A member 1	NM_010480	−1.72	
	Hspa5	heat shock protein 5	NM_022310	−2.14	
	Hsph1	heat shock 105 kDa/110 kDa protein 1	NM_013559	−2.16	−2.43
	Syvn1	synovial apoptosis inhibitor 1, synoviolin	NM_028769	−2.45	
Inflammatory response	Saa2	serum amyloid A 2	NM_011314	9.83	39.36
	Saa1	serum amyloid A 1	NM_009117	6.30	16.36
	Orm2	orosomucoid 2	NM_011016	3.29	
	Saa3	serum amyloid A 3	NM_011315	2.89	
	Orm1	orosomucoid 1	NM_008768	1.68	
	Serpina3n	serine (or cysteine) peptidase inhibitor, clade A, member 3N	NM_009252	1.63	
	C1s	complement component 1, s subcomponent	NM_144938	1.47	
	Cxcl9	chemokine (C-X-C motif) ligand 9	NM_008599	−1.57	
Apolipoprotein associated with HDL	Saa2	serum amyloid A 2	NM_011314	9.83	39.36
	Saa1	serum amyloid A 1	NM_009117	6.30	16.36
	Saa3	serum amyloid A 3	NM_011315	2.89	
	Apoa4	apolipoprotein A-IV	NM_007468	2.36	
Monooxygenase activity	Moxd1	monooxygenase, DBH-like 1	NM_021509	4.12	
	Cyp2a5	cytochrome P450, family 2, subfamily a, polypeptide 5	NM_007812	1.67	
	Cyp27a1	cytochrome P450, family 27, subfamily a, polypeptide 1	NM_024264	1.64	
	Cyp2d26	cytochrome P450, family 2, subfamily d, polypeptide 26	NM_029562	1.59	
	Kmo	kynurenine 3-monooxygenase (kynurenine 3-hydroxylase)	NM_133809	1.48	
	Cyp4a14	cytochrome P450, family 4, subfamily a, polypeptide 14	NM_007822	−1.44	
	Cyp3a11	cytochrome P450, family 3, subfamily a, polypeptide 11	NM_007818	−1.58	
	Cyp26b1	cytochrome P450, family 26, subfamily b, polypeptide 1	NM_175475	−2.39	−2.18
Steroid biosynthetic process	Nsdhl	NAD(P) dependent steroid dehydrogenase-like	NM_010941	1.44	
	Hmgcs1	3-hydroxy-3-methylglutaryl-Coenzyme A synthase 1	NM_145942	−1.42	
	Lss	lanosterol synthase	NM_146006	−1.45	
	Hmgcr	3-hydroxy-3-methylglutaryl-Coenzyme A reductase	NM_008255	−1.50	
	Mvd	mevalonate (diphospho) decarboxylase	NM_138656	−1.67	
Antigen processing and presentation	Psmb8	proteasome (prosome, macropain) subunit, beta type 8 (large multifunctional peptidase 7)	NM_010724	1.50	
	Cd74	CD74 antigen (invariant polypeptide of major histocompatibility complex, class II antigen-associated)	NM_010545	−1.59	
	H2-Eb1	histocompatibility 2, class II antigen E beta	NM_010382	−1.63	
	H2-Ab1	histocompatibility 2, class II antigen A, beta 1	NM_207105	−1.77	
	H2-Aa	histocompatibility 2, class II antigen A, alpha	NM_010378	−1.81	
Endopeptidase inhibitor activity	Serpina12	serine (or cysteine) peptidase inhibitor, clade A (alpha-1 antiproteinase, antitrypsin), member 12	NM_026535	2.01	
	Wfdc2	WAP four-disulfide core domain 2	NM_026323	1.65	
	Serpina3n	serine (or cysteine) peptidase inhibitor, clade A, member 3N	NM_009252	1.63	
	Itih4	inter alpha-trypsin inhibitor, heavy chain 4	NM_018746	1.48	
carboxy-lyase activity	Ddc	dopa decarboxylase	NM_016672	−1.48	
	Mvd	mevalonate (diphospho) decarboxylase	NM_138656	−1.67	
	Csad	cysteine sulfinic acid decarboxylase	NM_144942	−1.76	
T cell differentiation	Cd74	CD74 antigen (invariant polypeptide of major histocompatibility complex, class II antigen-associated)	NM_010545	−1.59	
	Hsp90aa1	heat shock protein 90 kDa alpha (cytosolic), class A member 1	NM_010480	−1.72	
	Egr1	early growth response 1	NM_007913	−1.77	
	H2-Aa	histocompatibility 2, class II antigen A, alpha	NM_010378	−1.81	
	Gadd45g	growth arrest and DNA-damage-inducible 45 gamma	NM_011817	−1.97	
Glycogen metabolic process	G6pc	glucose-6-phosphatase, catalytic	NM_008061	2.38	
	Ppp1r3c	protein phosphatase 1, regulatory (inhibitor) subunit 3C	NM_016854	1.57	
	Ppp1r3b	protein phosphatase 1, regulatory (inhibitor) subunit 3B	NM_177741	1.55	

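Individual livers of 3 males fed 2% carbonyl iron for 6 weeks and of 2 males fed a standard diet with 200 ppm of iron were hybridized to the same kind of array. The arrays on the iron-supplemented diet detected 13042 to 14369 probes (median 14290), and those on the control diet 13823 and 13900. The authors treated these arrays as in the *Hfe* experiment, and the deposited signals were processed here in the same way, with 14919 probes tested. Their simulated counterpart gave 94 of 100 probes shifted by 1 and 99 of 100 shifted by 2 past the threshold, and 8 of 14699 unshifted ones. These control mice are not the wild-type mice of the *Hfe* experiment.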

Another microarray experiment was performed using hepatic RNA from 3 mice with dietary iron overload and 2 mice fed a standard diet. 

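The pairs of livers on the iron-supplemented diet had Pearson correlation coefficients of 0.9878 to 0.9907 across probes, with a mean of 0.9890, and the pair on the control diet had 0.9911. Across the diets, the mean of the 6 pairs was 0.9844.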

The similarity between samples from individual mice was measured as the Pearson correlation coefficient, which was 0.989 between iron overloaded mice and 0.991 between control mice. 

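Dietary iron overload changed 317 liver probes at an adjusted p under 0.05, of which 166 were higher and 151 were lower. They stand for 233 named genes and 54 probes without a symbol. *Apoa4* rose 6.54-fold, from 8.85 ± 0.00 (SD, n = 2) to 11.56 ± 0.23 (SD, n = 3) on the log2 scale (adjusted p = 0.00023). *Cyp4a14*, a fatty acid omega-hydroxylase, rose 6.90-fold (log2 fold change 2.79, standard error 0.20, adjusted p = 0.0014), while *Susd4*, a complement regulator, fell by 1.72 on the log2 scale (standard error 0.07, adjusted p = 0.00017). Of the 14919 probes, 2401 had an unadjusted p under 0.05, where chance gives 746. By the study's rule, 139 probes were higher and 106 lower, for 182 named genes and 39 probes without a symbol, and 128 of these probes passed limma's test. Without iron-supplemented replicate 2 the number past the threshold drops to 23, without replicate 3 to 171, without control replicate 1 to 41 and without control replicate 2 to 142, while *Apoa4*, *Cyp4a14* and *Susd4* pass in each case.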

The expression of 123 genes was upregulated and that of 95 genes was downregulated, applying a cutoff value of ±1.4-fold (Table 1 and Dataset S2). The fold-changes ranged between 13.58 and −7.46. 

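The gene with the largest rise was *Cyp2b10*, a drug-metabolising cytochrome P450, which was detected on 3 of 3 arrays on the iron-supplemented diet and on 0 of 2 on the control diet. Its log2 signal was 9.95 ± 0.41 (SD, n = 3) against 6.31 ± 0.04 (SD, n = 2), so that it was at least 10.5-fold higher (adjusted p = 0.0006). *Fam25c* had the largest fall, 7.52-fold, with a log2 fold change of -2.91 (standard error 0.18, adjusted p = 0.00078). Both passed limma's test in every alternative in which they were tested.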

The list of regulated genes was functionally annotated (Table 3), showing enrichment of cytochrome P450 proteins as well as others involved in glutathione metabolism, acute-phase response, organic acid biosynthetic process and cellular iron homeostasis, among others.

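In the liver of mice on the iron-supplemented diet, genes of fatty acid synthesis and of glutathione metabolism had mostly higher values, while drug-metabolising cytochrome P450 genes (families 1 to 3), acute phase genes and iron genes went both ways. Of 20 genes of fatty acid synthesis, which belong to organic acid biosynthesis, 3 were higher and 0 lower at an adjusted p under 0.05 (10 higher when adjusted over the list alone), and 18 had a positive log2 fold change with a median of 0.35. The fatty acid synthase *Fasn* had a log2 fold change of 1.13 (standard error 0.27, adjusted p = 0.0915) and the elongase *Elovl6* one of 0.89 (adjusted p = 0.0554). Glutathione metabolism had 3 of 26 genes higher and 1 lower (11 and 1 when adjusted over the list alone), among them the glutathione S-transferase *Gstm6* with a log2 fold change of 0.79 (standard error 0.11, adjusted p = 0.0175). Of 23 cytochrome P450 genes, 3 were higher and 1 lower (7 and 2 when adjusted over the list alone), with a median of 0.04, and *Cyp2c54* rose 1.75-fold (adjusted p = 0.00896). Acute phase proteins had 3 of 34 genes higher and 3 lower (9 and 6 when adjusted over the list alone), with a median of 0.18. *Il6ra*, a receptor subunit for interleukin-6, fell by 1.05 (standard error 0.16, adjusted p = 0.0212), and *Socs3*, a feedback inhibitor of cytokine signalling, rose by 0.87 (standard error 0.15, adjusted p = 0.0324). With limma's camera, adjusted p = 3.0e-06 for fatty acid synthesis, 0.0031 for glutathione metabolism, 0.0029 for cytochrome P450 genes and 0.29 for acute phase proteins. The first 3 calls end with an estimated correlation, at adjusted p = 0.408, 0.439 and 0.496. The paper's own list from these mice holds 4, 8 and 5 of the members, which makes these counts no independent evidence. It was picked by SD and fold change on these same arrays, so that weaker lists without those members are built in. Without those members, glutathione metabolism (adjusted p = 0.265) and the cytochrome P450 genes (0.825) do not pass, and the first also fails without control replicate 1 (0.0559). At camera's preset correlation the acute phase list passes without control replicate 1 (median 0.23, adjusted p = 0.003), while over all 5 arrays it had adjusted p = 0.719 with an estimated correlation. *Gstm6* and *Cyp2c54* do not pass without iron-supplemented replicate 2 (0.0901 and 0.054) or control replicate 1 (0.114 and 0.076).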

**Table 3:** Functional annotation of genes regulated in the liver of iron-fed mice.

Functional Category	Gene Symbol	Description	GenBank Number	FC	Q-PCR
Electron transport, containing heme and monooxygenase activity	Cyp2b10	cytochrome P450, family 2, subfamily b, polypeptide 10	NM_009999	13.58	
	Cyp2b9	cytochrome P450, family 2, subfamily b, polypeptide 9	NM_010000	7.41	
	Cyp4a14	cytochrome P450, family 4, subfamily a, polypeptide 14	NM_007822	6.97	16.06
	Cyp26b1	cytochrome P450, family 26, subfamily b, polypeptide 1	NM_175475	2.24	
	Cyp2c29	cytochrome P450, family 2, subfamily c, polypeptide 29	NM_007815	1.77	
	Cyp2c54	cytochrome P450, family 2, subfamily c, polypeptide 54	NM_206537	1.76	2.37
	Cyp2a5	cytochrome P450, family 2, subfamily a, polypeptide 5	NM_007812	1.65	
	Cyp2b13	cytochrome P450, family 2, subfamily b, polypeptide 13	NM_007813	1.50	
	Cyp4v3	cytochrome P450, family 4, subfamily v, polypeptide 3	NM_133969	−1.82	
	Cyp7b1	cytochrome P450, family 7, subfamily b, polypeptide 1	NM_007825	−2.50	
	Cyp4a12b	cytochrome P450, family 4, subfamily a, polypeptide 12B	NM_172306	−2.73	
	Cyp7a1	cytochrome P450, family 7, subfamily a, polypeptide 1	NM_007824	−2.80	
	Cyp4a12a	cytochrome P450, family 4, subfamily a, polypeptide 12a	NM_177406	−3.62	
Glutathione metabolism	Gsta1	glutathione S-transferase, alpha 1 (Ya)	NM_008181	1.94	
	Gstt2	glutathione S-transferase, theta 2	AK079739	1.86	
	Gsta2	glutathione S-transferase, alpha 2 (Yc2)	NM_008182	1.83	
	Gstm6	glutathione S-transferase, mu 6	NM_008184	1.78	
	Mgst3	microsomal glutathione S-transferase 3	NM_025569	1.72	
	Gstm3	glutathione S-transferase, mu 3	NM_010359	1.59	
	Gclc	glutamate-cysteine ligase, catalytic subunit	NM_010295	1.55	
	Gstp1	glutathione S-transferase, pi 1	NM_013541	−1.81	
Acute-phase response	Il1b	interleukin 1 beta	NM_008361	2.04	
	Saa3	serum amyloid A 3	NM_011315	−1.82	
	Saa4	serum amyloid A 4	NM_011316	−1.91	
	Saa2	serum amyloid A 2	NM_011314	−2.79	−3.36
	Saa1	serum amyloid A 1	NM_009117	−3.96	−4.31
Organic acid biosynthetic process	Fasn	fatty acid synthase	NM_007988	2.22	
	Elovl6	ELOVL family member 6, elongation of long chain fatty acids	NM_130450	1.87	
	Acaca	acetyl-Coenzyme A carboxylase alpha	NM_133360	1.81	
	Cd74	CD74 antigen (invariant polypeptide of major histocompatibility complex, class II antigen-associated)	NM_010545	1.65	
	Cyp7b1	cytochrome P450, family 7, subfamily b, polypeptide 1	NM_007825	−2.50	
	Elovl3	elongation of very long chain fatty acids-like 3	NM_007703	−5.00	
Cellular iron ion homeostasis	Hamp2	hepcidin antimicrobial peptide 2	NM_183257	10.03	24.77
	Hamp1	hepcidin antimicrobial peptide 1	NM_032541	1.73	5.27
	Tfrc	transferrin receptor	NM_011638	−1.74	
	Alas2	aminolevulinic acid synthase 2, erythroid	NM_009653	−2.20	
Hemopoiesis and immune system development	Id2	inhibitor of DNA binding 2	NM_010496	2.92	5.2
	Egr1	early growth response 1	NM_007913	2.55	
	H2-Aa	histocompatibility 2, class II antigen A, alpha	NM_010378	1.81	
	Gadd45g	growth arrest and DNA-damage-inducible 45 gamma	NM_011817	1.66	
	Cd74	CD74 antigen (invariant polypeptide of major histocompatibility complex, class II antigen-associated)	NM_010545	1.65	
	Hbb-b1	hemoglobin, beta adult major chain	NM_008220	1.45	
	Pik3r1	phosphatidylinositol 3-kinase, regulatory subunit, polypeptide 1 (p85 alpha), transcript variant 1	NM_001024955	−1.70	
	Alas2	aminolevulinic acid synthase 2, erythroid	NM_009653	−2.20	
	Bcl6	B-cell leukemia/lymphoma 6	NM_009744	−2.61	
Serine-type endopeptidase inhibitor activity	Serpina7	serine (or cysteine) peptidase inhibitor, clade A (alpha-1 antiproteinase, antitrypsin), member 7	NM_177920	2.12	
	Serpina3m	serine (or cysteine) peptidase inhibitor, clade A, member 3 M	NM_009253	2.04	
	Spink4	serine peptidase inhibitor, Kazal type 4	NM_011463	1.52	
	Serpina1e	serine (or cysteine) peptidase inhibitor, clade A, member 1e	NM_009247	−1.86	
	Serpina12	serine (or cysteine) peptidase inhibitor, clade A (alpha-1 antiproteinase, antitrypsin), member 12	NM_026535	−2.19	
	Serpine2	serine (or cysteine) peptidase inhibitor, clade E, member 2	AK045954	−2.88	
Antigen processing and presentation via MHC class II	H2-Aa	histocompatibility 2, class II antigen A, alpha	NM_010378	1.81	
	H2-Ab1	histocompatibility 2, class II antigen A, beta 1	NM_207105	1.68	
	Cd74	CD74 antigen (invariant polypeptide of major histocompatibility complex, class II antigen-associated)	NM_010545	1.65	
	H2-Eb1	histocompatibility 2, class II antigen E beta	NM_010382	1.43	

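*Apoa4* and *Rgs16*, a regulator of G protein signalling, were among the liver genes with higher values in both *Hfe-/-* mice and mice on the iron-supplemented diet. By the study's rule, 58 probes were regulated in both comparisons, 18 of them up in both, 7 down in both and 33 in opposite directions. The difference between the effects of *Hfe* deficiency and of the diet passed limma's test for 14 of the 58, of which 12 were opposite. *Angptl4*, an inhibitor of lipoprotein lipase, had an effect of *Hfe* deficiency that exceeded that of the diet by 2.26 on the log2 scale (standard error 0.29, adjusted p = 0.0084), and *Cyp4a14* one that was lower, at a difference of -3.34 (standard error 0.37, adjusted p = 0.005). *Apoa4* was higher in both with a difference of -1.46 (standard error 0.20, adjusted p = 0.01), so that the diet's effect was the larger. The fold changes of *Rgs16* were 2.28 and 2.29 on the log2 scale, with a difference of -0.01 (standard error 0.70, adjusted p = 0.997). Across 13382 probes measured in both comparisons, the log2 fold changes had a Pearson coefficient of -0.03, and probes are not independent replicates. Without control-diet replicate 1, the differences of *Angptl4* (adjusted p = 0.0587) and *Apoa4* (0.0625) do not pass.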

There were 11 upregulated and 7 downregulated genes that were affected by both *Hfe* deficiency and dietary iron overload in similar fashion, while 27 genes were regulated in opposite directions by these two conditions in the liver (Table 4). In some cases, several genes belonging to the same gene family showed divergent regulation (e.g., *Saa1*, *Saa2*, *Saa3*) with upregulation in *Hfe^−/−^* mice and downregulation by dietary iron overload.

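The means of *Saa1* and *Saa3* were 6.31-fold and 2.91-fold higher in *Hfe-/-* mice than in wild-type mice, with adjusted p = 0.452 and 0.583. On the iron-supplemented diet, the log2 fold changes were -1.97 for *Saa1* (standard error 0.71, adjusted p = 0.229), -1.46 for *Saa2* (standard error 0.64, adjusted p = 0.321) and -0.84 for *Saa3* (standard error 0.19, adjusted p = 0.0729). No serum amyloid gene of the 3 passed limma's test in either comparison. Without *Hfe-/-* replicate 2, *Saa1* passes in the *Hfe* comparison (log2 fold change 3.72, adjusted p = 0.0166). Replicate 2 had the lowest *Saa1* signal of the *Hfe-/-* mice, so that this gain is built in.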

**Table 4:** Comparison of hepatic gene regulation by *Hfe* deficiency or dietary iron overload.

	Gene Symbol	Description	GenBank Number	FC Hfe^−/−^	FC diet
Increased in Hfe^−/−^ and by diet	*Lcn2*	lipocalin 2	NM_008491	9.54	2.10
	*Rgs16*	regulator of G-protein signaling 16	NM_011267	4.61	5.06
	*Mt1*	metallothionein 1	NM_013602	4.17	3.95
	*Apoa4*	apolipoprotein A-IV	NM_007468	2.36	6.56
	*Slc2a2*	solute carrier family 2 (facilitated glucose transporter), member 2	NM_031197	1.92	2.17
	*Mfsd2*	major facilitator superfamily domain containing 2	NM_029662	1.68	3.59
	*Cyp2a5*	cytochrome P450, family 2, subfamily a, polypeptide 5	NM_007812	1.67	1.65
	*Gstt2*	glutathione S-transferase, theta 2	NM_010361	1.58	1.86
	*Ppp1r3c*	protein phosphatase 1, regulatory (inhibitor) subunit 3C	NM_016854	1.57	1.53
	*Bhlhb2*	basic helix-loop-helix domain containing, class B2	NM_011498	1.52	2.35
	*Dusp1*	dual specificity phosphatase 1	NM_013642	1.50	2.15
Increased in Hfe^−/−^ and decreased by diet	*Saa2*	serum amyloid A 2	NM_011314	9.83	−2.79
	*Saa1*	serum amyloid A 1	NM_009117	6.30	−3.96
	*Saa3*	serum amyloid A 3	NM_011315	2.89	−1.82
	*Angptl4*	angiopoietin-like 4	NM_020581	2.30	−2.03
	*Hp*	haptoglobin	NM_017370	2.23	−1.69
	*Serpina12*	serine (or cysteine) peptidase inhibitor, clade A (alpha-1 antiproteinase, antitrypsin), member 12	NM_026535	2.01	−2.19
	*Lpin1*	lipin 1	NM_015763	1.92	−1.59
	*Il6ra*	interleukin 6 receptor, alpha	AK020663	1.70	−2.08
	*Dio1*	deiodinase, iodothyronine, type I	NM_007860	1.57	−1.87
	*Ppp1r3b*	protein phosphatase 1, regulatory (inhibitor) subunit 3B	NM_177741	1.55	−1.95
	*Dct*	dopachrome tautomerase	NM_010024	1.50	−2.72
	*Mup4*	major urinary protein 4	NM_008648	1.44	−4.28
Decreased in Hfe^−/−^ and increased by diet	*Cyp26b1*	cytochrome P450, family 26, subfamily b, polypeptide 1	NM_175475	−2.39	2.24
	*Phlda1*	pleckstrin homology-like domain, family A, member 1	NM_009344	−2.20	1.51
	*Gadd45g*	growth arrest and DNA-damage-inducible 45 gamma	NM_011817	−1.97	1.66
	*Socs3*	suppressor of cytokine signaling 3	NM_007707	−1.96	1.89
	*Cish*	cytokine inducible SH2-containing protein	NM_009895	−1.93	2.37
	*H2-Aa*	histocompatibility 2, class II antigen A, alpha	NM_010378	−1.81	1.81
	*Egr1*	early growth response 1	NM_007913	−1.77	2.55
	*H2-Ab1*	histocompatibility 2, class II antigen A, beta 1	NM_207105	−1.77	1.68
	*Gsta2*	glutathione S-transferase, alpha 2 (Yc2)	NM_008182	−1.71	1.83
	*H2-Eb1*	histocompatibility 2, class II antigen E beta	NM_010382	−1.63	1.43
	*Cd74*	CD74 antigen (invariant polypeptide of major histocompatibility complex, class II antigen-associated)	NM_010545	−1.59	1.65
	*Cyp4a14*	cytochrome P450, family 4, subfamily a, polypeptide 14	NM_007822	−1.44	6.97
	*Hbb-b1*	hemoglobin, beta adult major chain	AK010993	−1.42	1.45
	*Rnf186*	ring finger protein 186	NM_025786	−1.41	1.81
	*Hamp1*	hepcidin antimicrobial peptide 1	NM_032541	−1.41	1.73
Decreased in Hfe^−/−^ and by diet	*Creld2*	cysteine-rich with EGF-like domains 2	NM_029720	−3.47	−1.64
	*Hsph1*	heat shock 105 kDa/110 kDa protein 1	NM_013559	−2.16	−2.13
	*Tfrc*	transferrin receptor	NM_011638	−1.92	−1.74
	*Hspb1*	heat shock protein 1	NM_013560	−1.66	−1.81
	*Hhex*	hematopoietically expressed homeobox	NM_008245	−1.55	−2.05
	*Mcm10*	minichromosome maintenance deficient 10 (S. cerevisiae)	NM_027290	−1.55	−1.55
	*Ddc*	dopa decarboxylase	NM_016672	−1.48	−1.97

FC, fold-change; diet, iron-supplemented diet.

#### Altered expression of iron-related genes in the liver

The expression of 3 iron-related genes was altered in the liver of *Hfe^−/−^* mice. 

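*Tfrc*, the transferrin receptor, was 1.98-fold lower in the liver of *Hfe-/-* mice, with a log2 signal of 7.09 ± 0.11 (SD, n = 3) against 8.07 ± 0.14 (SD, n = 2) and adjusted p = 0.0481. Of 29 genes of iron metabolism measured, it was the 1 that passed the test over all probes, and 2 others were higher when adjusted over the list alone. The list as a whole had 14 positive and 15 negative log2 fold changes (camera adjusted p = 0.61, and 0.82 with an estimated correlation). The probe for *Hfe* itself was at 6.64 in *Hfe-/-* mice and 6.69 in wild-type mice, a log2 fold change of -0.05 (standard error 0.10, adjusted p = 0.934). Both values are near the background signal, so that the probe could hardly show a loss of transcript. In the duodenum it was not among the probes tested. The call of *Tfrc* ends without *Hfe-/-* replicate 1 (adjusted p = 0.0857), 2 (0.0567) or 3 (0.0796), without wild-type replicate 2 (0.302), against all 4 control arrays (0.257), with these arrays normalized alone (0.073), with the authors' values (0.0736), with normexp background correction (0.0512), with a replicate block (0.0695), with probes detected on every array (0.0898) and over the probes of highest SD (0.232).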

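*Hamp*, the gene of hepcidin that the paper calls *Hamp1*, had a 1.40-fold lower mean in the liver of *Hfe-/-* mice (log2 fold change -0.49, standard error 0.23, adjusted p = 0.591). *Lcn2*, which encodes the siderophore-binding protein lipocalin2, had a 9.80-fold higher mean (log2 fold change 3.29, standard error 0.82, adjusted p = 0.337). Neither passed limma's test over all probes. *Lcn2* passes it without *Hfe-/-* replicate 2 (log2 fold change 4.31, adjusted p = 4.2e-05) and when adjusted over the probes of highest SD (0.0173). Replicate 2 had the lowest *Lcn2* signal of the *Hfe-/-* mice, so that leaving it out raises the mean and cuts the spread by construction. Picking probes by their SD over the arrays tested selects on the outcome.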

The expression of *Hamp1* and *Tfrc* was decreased and that of *Lcn2* was induced. We confirmed these results using Q-RT-PCR, and also tested the expression of *Hamp2*, which was downregulated (Figure 1). Dietary iron overload changed the expression of 5 iron-related genes in the liver. 

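Iron metabolism had 5 genes higher and 3 lower among 30 measured on the iron-supplemented diet, with 7 and 7 when adjusted over the list alone. *Slc11a2*, which encodes the iron transporter Dmt1, was lower at 7.08 ± 0.05 (SD, n = 3) on the log2 scale against 8.00 ± 0.09 (SD, n = 2). *Alas2*, the erythroid enzyme that starts heme synthesis, fell 2.17-fold (log2 fold change -1.12, standard error 0.09, adjusted p = 0.0023). Of the 8 genes, *Hamp*, *Hamp2* and *Lcn2* were higher, *Tfrc* was lower, and a further pair were higher. Since 10 of the 30 members are in the paper's list from these mice, the count is not independent evidence. As a set the list did not differ from the other genes (median -0.02, camera adjusted p = 0.87, and 0.921 with an estimated correlation).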

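In the liver of mice on the iron-supplemented diet, *Hamp2* rose 10.1-fold (adjusted p = 0.0014) and *Hamp* rose 1.76-fold (log2 fold change 0.82, standard error 0.15, adjusted p = 0.0447). *Lcn2* rose 2.04-fold (log2 fold change 1.03, standard error 0.17, adjusted p = 0.0328). *Cp*, which encodes the ferroxidase ceruloplasmin, had a 1.56-fold higher mean, at 8.18 ± 0.54 (SD, n = 3) against 7.54 ± 0.17 (SD, n = 2), and did not pass the test (adjusted p = 0.303). *Tfrc* fell 1.69-fold (log2 fold change -0.76, standard error 0.11, adjusted p = 0.0185). *Hamp* no longer passes without iron-supplemented replicate 1 (adjusted p = 0.0633), 2 (0.171) or 3 (0.069) or control replicate 1 (0.17), with normexp background correction (0.0515), with probes detected on every array (0.0505) or with all 4 liver groups sharing the spread (0.0934). Without iron-supplemented replicate 2, control replicate 1 or control replicate 2, *Lcn2* (0.131, 0.0708 and 0.129) and *Tfrc* (0.0841, 0.16 and 0.0614) do not pass, and neither does *Lcn2* when the 4 groups share the spread (0.563).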

The expression of *Hamp1*, *Hamp2*, *Lcn2* and *Cp* were upregulated using both microarray analysis and Q-RT-PCR, while *Tfrc* expression was down-regulated by 1.7-fold (Figure 2).

**Figure 1:**
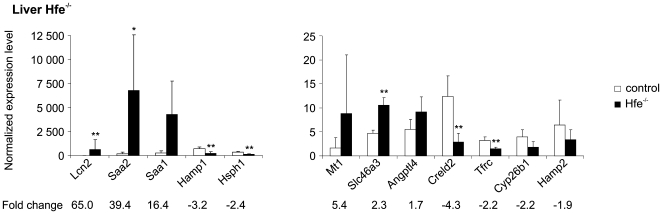
Validation of liver microarray data from *Hfe^−/−^* mice by Q-RT-PCR. The expression of various mRNA species in 5 *Hfe^−/−^* mice is compared to those in 4 wild-type controls. Each sample was run in triplicate. (mean±SD). *p<0.05; **p<0.025; ***p<0.01.

**Figure 2:**
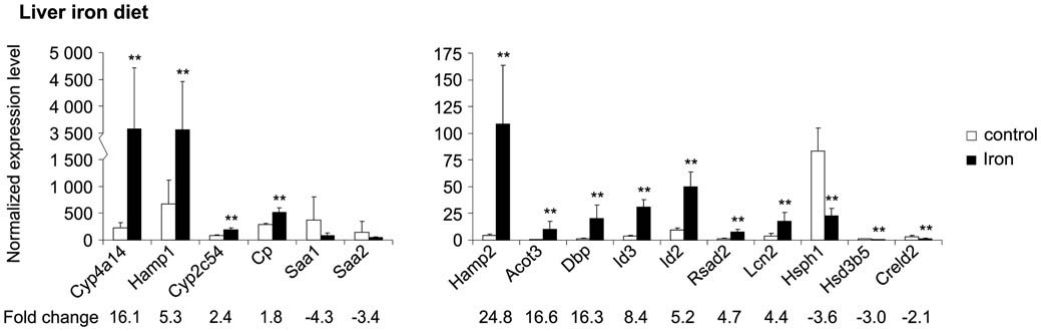
Expression of genes affected by dietary iron overload in the liver, as confirmed by Q-RT-PCR. Samples from 5 mice fed an iron-supplemented diet and 4 mice fed a control diet were used, and each sample was run in triplicate. (mean±SD). *p<0.05; **p<0.025; ***p<0.01.

#### Confirmation of hepatic microarray results by Q-RT-PCR

Microarray analysis for the expression of several genes was confirmed by performing Q-RT-PCR on hepatic samples from 5 *Hfe^−/−^* mice, 4 wild-type control mice, 5 iron-fed mice and 4 mice fed a standard diet. For this purpose, we selected iron-related genes and others whose expression was substantially altered in the experimental groups. A total of 29 results from the hepatic microarray data, corresponding to 24 different genes, were tested by Q-RT-PCR, and 27 (93.1%) of them showed concordant results by these two methods (Figures 1 and 2). 

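On the liver arrays, *Foxq1*, a forkhead transcription factor, had a 2.54-fold lower mean in *Hfe-/-* mice, at 9.20 ± 1.26 (SD, n = 3) on the log2 scale against 10.54 ± 0.41 (SD, n = 2) in wild-type mice. The 3 *Hfe-/-* livers were at 8.44, 8.49 and 10.66, so that the groups overlapped, and the gene did not pass limma's test (adjusted p = 0.58). It passes with a replicate block alone, which rests on replicate numbers that do not pair mice. On the iron-supplemented diet, *Slc11a2* fell 1.89-fold, with a log2 fold change of -0.92 (standard error 0.08, adjusted p = 0.003).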

Changes in *Foxq1* and *Dmt1* expression were false-positives in the microarray analysis for *Hfe^−/−^* mice and dietary iron overload, respectively. The upregulation of *Ltf* expression by dietary iron overload observed by microarray analysis could not be confirmed by Q-RT-PCR because the expression levels in samples from all but one of the treated mice and all control mice were below the detection threshold.

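On the liver arrays, *Ltf*, the gene of the iron-binding protein lactotransferrin, was detected on 1 of 3 arrays on the iron-supplemented diet and on 0 of 2 arrays on the control diet. The detected array, replicate 1, had a log2 signal of 7.71, while the other two were at 6.43 and 6.38 and the control arrays at 6.34 and 6.41. *Ltf* was therefore not among the probes tested.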

### Duodenal gene expression response to *Hfe* deficiency and dietary iron supplementation

Microarray analysis of duodenal RNA from 2 *Hfe^−/−^* mice and 2 wild-type mice revealed that the expression of 143 genes was upregulated and that of 30 genes was downregulated when a cutoff value of ±1.4-fold was used (Table 1 and Dataset S3). 

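Duodenal RNA of 2 *Hfe-/-* and 2 wild-type males was hybridized to individual arrays, after the authors had excluded another *Hfe-/-* array as divergent, which is not used here. The *Hfe-/-* arrays detected 14996 and 16965 probes and the wild-type arrays 15154 and 16097. All 9 duodenum arrays were quantile-normalized together here, and 16599 probes were tested with limma. In simulated data with 2 mice per group, 41 of 100 probes shifted by 1 on the log2 scale and 75 of 100 shifted by 2 passed the threshold, and 3 of 16379 unshifted probes did.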

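No named gene differed between the duodenum of *Hfe-/-* and wild-type mice at an adjusted p under 0.05. The 1 probe that did, ILMN_2417233 without a gene symbol, is the probe that was also higher in the liver. It was detected on 2 of 2 *Hfe-/-* arrays and 0 of 2 wild-type arrays, at least 4.12-fold higher (adjusted p = 0.0294 from limma). The call ends with median scaling (adjusted p = 0.332), with a replicate block (0.0931) and over the probes of highest SD (0.752). At an unadjusted p under 0.05 there were 1146 probes, where chance gives 830. The brush border alkaline phosphatase *Alpi* had a log2 fold change of 1.12 (standard error 0.13, adjusted p = 0.359), and *Khk*, the enzyme that starts fructose breakdown, one of -1.36 (standard error 0.18, adjusted p = 0.484). The study's rule took 177 probes as higher and 59 as lower, for 140 named genes and 84 probes without a symbol. The number past the threshold is 0 without *Hfe-/-* replicate 1 or 2, 35 without wild-type replicate 1 and 11 without wild-type replicate 2.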

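Among named genes taken by the study's rule, the largest rise in mean was that of a probe for *Cela3b*, a pancreatic elastase, at 16.4-fold, and the largest fall that of *Cyp26b1*, a retinoic acid hydroxylase, at 3.24-fold (log2 fold change -1.70, standard error 0.27, adjusted p = 0.593).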

The fold-changes ranged from 15.67 to −3.14. The Pearson correlation coefficient between knockout mice and between controls was 0.976 and 0.971, respectively. 

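Within the duodenum groups, the Pearson coefficient across all probes was 0.9760 for the pair of *Hfe-/-* mice and 0.9709 for the pair of wild-type mice. The 4 pairs that joined the groups ranged from 0.9636 to 0.9768 with a mean of 0.9714.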

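The duodenal genes with the largest differences in mean between *Hfe-/-* and wild-type mice encode pancreatic enzymes and secreted proteins of the Reg family. *Cela3b* had a log2 signal of 14.11 ± 0.98 (SD, n = 2) in *Hfe-/-* mice against 10.20 ± 4.88 (SD, n = 2) in wild-type mice, and *Cpa1*, a carboxypeptidase, 14.05 ± 0.42 (SD, n = 2) against 10.39 ± 4.80 (SD, n = 2). The spread of the wild-type group came from replicate 2, with *Cela3b* at 6.75 and *Cpa1* at 7.00, while replicate 1 was at 13.66 and 13.79. The log2 fold changes were 3.91 for *Cela3b* (standard error 2.12, adjusted p = 0.809) and 3.66 for *Cpa1* (standard error 2.05, adjusted p = 0.818), and neither passed limma's test. *Reg3b*, an antimicrobial lectin, had a 7.28-fold higher mean, at 10.87 and 9.85 in *Hfe-/-* mice against 7.65 and 7.35 in wild-type mice (adjusted p = 0.409). Of 11 genes of the Reg family and other mucosal antimicrobial genes, none passed over all probes, 1 was higher when adjusted over the list alone, and 10 were positive with a median of 0.47. The camera test gave that list adjusted p = 3.2e-06, and adjusted p = 0.882 with an estimated correlation; 4 of the members are in the paper's list from these mice, so the count is not independent evidence. Without them (adjusted p = 0.0896) or against all 4 control arrays (0.556), the call ends. The first loss is built in, since those genes were picked by SD and fold change on these same arrays. Without wild-type replicate 1, which leaves replicate 2 as the lone control, *Cela3b* (7.36, adjusted p = 0.00018) and *Reg3b* (3.02, adjusted p = 0.0112) pass.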

Functional categories overrepresented among the genes regulated by *Hfe* deficiency included proteins with endopeptidase activity, and others involved in lipid catabolism and antimicrobial activity (Table 5).

**Table 5:** Functional annotation of genes regulated in the duodenum of *Hfe^−/−^* mice.

Functional Category	Gene Symbol	Description	GenBank Number	FC	Q-PCR
Endopeptidase activity	Ela3	elastase 3, pancreatic	NM_026419	15.67	14.77
	Try4	trypsin 4	NM_011646	13.09	
	RP23-395H4.4	elastase 2A	NM_007919	10.20	
	Ctrl	chymotrypsin-like	NM_023182	9.99	
	Ctrb1	chymotrypsinogen B1	NM_025583	9.68	
	Prss2	protease, serine, 2	NM_009430	7.41	
	2210010C04Rik	RIKEN cDNA 2210010C04 gene	NM_023333	7.14	
	Ela1	elastase 1, pancreatic	NM_033612	5.84	
	Klk1b5	kallikrein 1-related peptidase b5	NM_008456	2.90	
	Ctrc	chymotrypsin C (caldecrin)	NM_001033875	2.51	
	Klk1b11	kallikrein 1-related peptidase b11	NM_010640	2.34	
	Klk1	kallikrein 1	NM_010639	2.29	
	Klk1b27	kallikrein 1-related peptidase b27	NM_020268	2.22	
	Klk1b4	kallikrein 1-related pepidase b4	NM_010915	2.11	
	Klk1b24	kallikrein 1-related peptidase b24	NM_010643	2.10	
	Mela	melanoma antigen	NM_008581	2.05	
	Ctse	cathepsin E	NM_007799	1.91	2.32
	Klk1b26	kallikrein 1-related petidase b26	NM_010644	1.74	
	Capn5	calpain 5	NM_007602	1.60	
Lipid catabolic function	Cel	carboxyl ester lipase	NM_009885	9.82	
	Pnliprp1	pancreatic lipase related protein 1	NM_018874	8.17	
	Clps	colipase, pancreatic	NM_025469	5.35	
	Pla2g1b	phospholipase A2, group IB, pancreas	NM_011107	4.86	
	Pnliprp2	pancreatic lipase-related protein 2	NM_011128	4.50	
	Apoc3	apolipoprotein C-III	NM_023114	−1.79	
Triacylglycerol lipase activity	Cel	carboxyl ester lipase	NM_009885	9.82	
	Pnliprp1	pancreatic lipase related protein 1	NM_018874	8.17	
	Pnliprp2	pancreatic lipase-related protein 2	NM_011128	4.50	
Antimicrobial	Hamp2	hepcidin antimicrobial peptide 2	NM_183257	2.74	6.66
	Defcr-rs1	defensin related sequence cryptdin peptide (paneth cells)	NM_007844	−1.60	
	Lyz1	lysozyme 1	NM_013590	−1.68	
	Defcr6	defensin related cryptdin 6	NM_007852	−2.11	
	Defcr20	defensin related cryptdin 20	NM_183268	−2.69	
Metallocarboxypeptidase activity	Cpa1	carboxypeptidase A1	NM_025350	12.42	
	Cpa2	carboxypeptidase A2, pancreatic	NM_001024698	8.14	
	Cpb1	carboxypeptidase B1 (tissue)	NM_029706	12.51	14.55

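In the diet experiment, duodenum arrays came from 3 males on 2% carbonyl iron and 2 males on the standard diet, each hybridized individually. They detected 13936 to 16020 probes (median 15566) on the iron-supplemented diet and 14762 and 15630 on the control diet. Processing by the authors and from the deposited signals was that of the other duodenum arrays, and 16373 probes were tested. When shifts were simulated in this design, 85 of 100 probes shifted by 1 and 98 of 100 shifted by 2 passed, with 10 of 16153 unshifted probes.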

Global transcriptional regulation was also studied in the duodenum of mice fed an iron-supplemented diet, using 3 treated mice and 2 controls. 

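Pairs of duodenum arrays on the iron-supplemented diet had Pearson coefficients of 0.9807 to 0.9916 across probes (mean 0.9846), and the control pair had 0.9827. The mean over the 6 pairs that joined the diets was 0.9803.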

The Pearson correlation coefficient was 0.985 between treated mice and 0.983 between controls. 

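In the duodenum of mice on the iron-supplemented diet, 28 probes were higher and 41 lower at an adjusted p under 0.05 from limma, for 49 named genes and 15 probes without a symbol. *Cbr3*, a carbonyl reductase, rose 4.84-fold (log2 fold change 2.27, standard error 0.21, adjusted p = 0.0224), and *Ephx1*, the microsomal epoxide hydrolase, rose 3.5-fold (adjusted p = 0.0192). *Cyp4a10*, a fatty acid omega-hydroxylase, rose by 2.14 on the log2 scale (standard error 0.15, adjusted p = 0.0192). Of 16373 probes, 1619 had an unadjusted p under 0.05, where chance gives 819. The study's rule took 60 probes as higher and 154 as lower, for 83 named genes and 123 probes without a symbol, of which 43 probes passed limma's test. No probe passes without iron-supplemented replicate 1, where *Cbr3* is at adjusted p = 0.0823, *Ephx1* at 0.0677 and *Cyp4a10* at 0.0677, and 126 pass without control replicate 1. Without iron-supplemented replicate 2 or 3 or control replicate 2, 35, 31 and 26 probes pass, and adjustment over the probes of highest SD leaves 0.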

The expression of 49 genes was induced and 59 genes were repressed, applying a cutoff value of ±1.4-fold (Table 1 and Dataset S4). 

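*Slc5a4b*, a gene of the sodium-glucose transporter family, had the largest rise, from 7.68 ± 0.65 (SD, n = 2) to 10.21 ± 0.26 (SD, n = 3) on the log2 scale, or 5.78-fold (adjusted p = 0.0226). *Hsph1* had the largest fall, from 11.42 ± 0.21 (SD, n = 2) to 9.01 ± 0.63 (SD, n = 3), or 5.31-fold (adjusted p = 0.0413). *Slc5a4b* fails limma's test without iron-supplemented replicate 1 (adjusted p = 0.116), 2 (0.0621) or 3 (0.0502), and *Hsph1* without iron-supplemented replicate 1 (0.13) or 2 (0.13), without control replicate 1 (0.0681) or 2 (0.195) and with a trended robust fit (0.16). Over the probes of highest SD alone, both are at adjusted p = 0.134.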

The fold-changes ranged between 6.07 and −5.64. 

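Genes of glutathione metabolism had mostly higher values, and genes of MHC class II antigen presentation and the interferon response mostly lower ones, in the duodenum of mice on the iron-supplemented diet. Of 27 glutathione genes, 6 were higher and 0 lower at an adjusted p under 0.05 (15 higher when adjusted over the list alone), with a median log2 fold change of 0.40. Of 11 MHC class II genes, 6 were lower and 0 higher (8 lower when adjusted over the list alone), with a median of -1.01. Interferon-response and immunoproteasome genes had 4 of 22 lower and 0 higher (15 lower and 1 higher when adjusted over the list alone), with a median of -0.46. Among these, the ubiquitin-like *Ubd* fell by 1.20 on the log2 scale (standard error 0.12, adjusted p = 0.0226), and *Igtp*, an interferon-inducible GTPase, fell by 0.97 (standard error 0.10, adjusted p = 0.0226). Markers of T cells and NK cells were lower with them, 1 of 10 past the test and 9 of 10 negative, with a median of -0.39 (camera adjusted p = 1.1e-10, adjusted p = 0.218 with an estimated correlation). Markers of B cells and plasma cells had 0 of 8 past the test and 8 of 8 negative, with a median of -0.58 (camera adjusted p = 5.9e-06, adjusted p = 0.304 with an estimated correlation). The control-diet mice also stood above wild-type mice, in which 5 of 11 MHC class II genes, 8 of 22 interferon-response genes, 5 of 9 T and NK cell markers and 1 of 8 B and plasma cell markers were lower, with medians of -1.09, -0.71, -0.83 and -0.76 (camera adjusted p = 7.4e-06, 1.2e-13, 2.6e-08 and 0.0186, each at 0.677 with an estimated correlation). Without wild-type replicate 2 or control-diet replicate 1, fewer class II, interferon-response and T and NK cell genes pass, while the medians of those lists stay negative. Markers of the stomach, of Brunner glands and of enterocytes differed as well. In wild-type against control-diet duodenum, of 14 stomach epithelium markers 6 were higher (median 2.92), and of 3 Brunner gland markers all 3 (5.77). Of 30 enterocyte brush border genes, 14 were lower and 1 higher (-0.85). Limma's camera gave adjusted p = 4.4e-25 for glutathione metabolism, 3.8e-26 for MHC class II and 5.0e-26 for the interferon list. With an estimated correlation the calls end, at adjusted p = 0.237, 0.237 and 0.102. The paper's list from these mice holds 8, 5 and 4 of the members, so the counts are not independent evidence. *Ubd* and *Igtp* do not pass without iron-supplemented replicate 1 (adjusted p = 0.0912 and 0.0897) or control replicate 2 (0.0648 and 0.102), and *Igtp* also fails without iron-supplemented replicate 2 (0.0738) and with a replicate block (0.0567).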

Functional annotation of the gene list evidenced enrichment of genes involved in glutathione metabolism, antigen processing and presentation and inflammatory response, among others (Table 6).

**Table 6:** Functional annotation of genes regulated in the duodenum of mice fed an iron-supplemented diet.

Functional Category	Gene Symbol	Description	GenBank Number	FC	Q-PCR
Glutatione metabolism	Gstm1	glutathione S-transferase, mu 1	NM_010358	4.42	4.29
	Gsta3	glutathione S-transferase, alpha 3	NM_010356	4.27	
	Gsta1	glutathione S-transferase, alpha 1 (Ya)	NM_008181	3.51	
	Gsta2	glutathione S-transferase, alpha 2 (Yc2)	NM_008182	2.93	
	Gstm6	glutathione S-transferase, mu 6	NM_008184	2.80	
	Gstm4	glutathione S-transferase, mu 4	NM_026764	2.41	
	Gsta4	glutathione S-transferase, alpha 4	NM_010357	2.26	
	Gstm3	glutathione S-transferase, mu 3	NM_010359	1.88	
	Anpep	alanyl (membrane) aminopeptidase	NM_008486	−1.83	
Antigen processing and presentation	Cd74	CD74 antigen (invariant polypeptide of major histocompatibility complex, class II antigen-associated)	BC003476	−1.95	
	H2-Eb1	histocompatibility 2, class II antigen E beta	NM_010382	−2.06	
	H2-DMa	histocompatibility 2, class II, locus DMa	NM_010386	−2.07	
	Psmb8	proteasome (prosome, macropain) subunit, beta type 8 (large multifunctional peptidase 7)	NM_010724	−2.07	
	H2-DMb2	histocompatibility 2, class II, locus Mb2	NM_010388	−2.16	
	H2-Aa	histocompatibility 2, class II antigen A, alpha	NM_010378	−2.53	
	H2-Ab1	histocompatibility 2, class II antigen A, beta 1	NM_207105	−2.76	
Chaperone cofactor-dependent protein folding	Cd74	CD74 antigen (invariant polypeptide of major histocompatibility complex, class II antigen-associated)	BC003476	−1.95	
	H2-DMa	histocompatibility 2, class II, locus DMa	NM_010386	−2.07	
	H2-DMb2	histocompatibility 2, class II, locus Mb2	NM_010388	−2.16	
	Dnajb1	DnaJ (Hsp40) homolog, subfamily B, member 1	NM_018808	−2.62	−2.17
	Hsph1	heat shock 105 kDa/110 kDa protein 1	NM_013559	−5.64	−6.55
MHCII	H2-Eb1	histocompatibility 2, class II antigen E beta	NM_010382	−2.06	
	H2-DMa	histocompatibility 2, class II, locus DMa	NM_010386	−2.07	
	H2-DMb2	histocompatibility 2, class II, locus Mb2	NM_010388	−2.16	
	H2-Aa	histocompatibility 2, class II antigen A, alpha	NM_010378	−2.53	
	H2-Ab1	histocompatibility 2, class II antigen A, beta 1	NM_207105	−2.76	
T cell differentiation and activation	Cd74	CD74 antigen (invariant polypeptide of major histocompatibility complex, class II antigen-associated)	BC003476	−1.95	
	H2-DMa	histocompatibility 2, class II, locus DMa	NM_010386	−2.07	
	H2-Aa	histocompatibility 2, class II antigen A, alpha	NM_010378	−2.53	
	Egr1	early growth response 1	NM_007913	−3.33	−2.32
	Hsp90aa1	heat shock protein 90 kDa alpha (cytosolic), class A member 1	NM_010480	−2.11	
Inflammatory response	Reg3g	regenerating islet-derived 3 gamma	NM_011260	−1.56	
	Cxcl13	chemokine (C-X-C motif) ligand 13	NM_018866	−1.71	
	C3	complement component 3	NM_009778	−1.78	
	Ccl5	chemokine (C-C motif) ligand 5	NM_013653	−2.00	
	Pap	pancreatitis-associated protein	NM_011036	−2.13	
Antimicrobial	Defcr20	defensin related cryptdin 20	NM_183268	1.72	
	Defcr5	defensin related cryptdin 5	NM_007851	−1.41	
	Lyzs	lysozyme	NM_017372	−1.88	
	Defcr-rs1	defensin related sequence cryptdin peptide (paneth cells)	NM_007844	−3.23	
Lectin	Reg2	regenerating islet-derived 2	NM_009043	2.14	
	Glg1	golgi apparatus protein 1	NM_009149	−1.43	
	Reg3g	regenerating islet-derived 3 gamma	NM_011260	−1.56	
	Pap	pancreatitis-associated protein	NM_011036	−2.13	
B cell mediated immunity	C3	complement component 3	NM_009778	−1.78	
	Cd74	CD74 antigen (invariant polypeptide of major histocompatibility complex, class II antigen-associated)	BC003476	−1.95	
	H2-DMa	histocompatibility 2, class II, locus DMa	NM_010386	−2.07	
Cholesterol metabolic process	Ldlr	low density lipoprotein receptor	NM_010700	1.99	
	Cyp51	cytochrome P450, family 51	NM_020010	1.96	
	Hmgcs2	3-hydroxy-3-methylglutaryl-Coenzyme A synthase 2	NM_008256	1.88	
Response to heat	Hspa1a	heat shock protein 1A	NM_010479	−1.91	
	Hsp90aa1	heat shock protein 90 kDa alpha (cytosolic), class A member 1	NM_010480	−2.11	
	Hsph1	heat shock 105 kDa/110 kDa protein 1	NM_013559	−5.64	−6.55

We identified genes whose expression was affected by both *Hfe* deficiency and dietary iron supplementation in the duodenum. 

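*Akr1b8*, an aldo-keto reductase, and *Reg2* were up in the duodenum of both *Hfe-/-* mice and mice on the iron-supplemented diet by the study's rule, and *Cd74* and the small heat shock protein *Hspb1* were down in both. Of 35 probes taken by that rule in both comparisons, 6 were up in both, 14 down in both and 15 opposite. *Hspb1* had log2 fold changes of -1.09 in both, and *Cd74* -0.91 in *Hfe-/-* mice against -1.36 on the diet. *Reg3b* was opposite, with an effect of *Hfe* deficiency that exceeded that of the diet by 3.99 (standard error 0.61, adjusted p = 0.138). For 0 of the 35 did the difference between the effects pass limma's test, and across all duodenum probes 1 did, with 1688 at an unadjusted p under 0.05. Across 15151 probes measured in both comparisons, which are not independent replicates, the log2 fold changes had a Pearson coefficient of -0.03.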

There were 4 genes whose expression was induced in both conditions, 3 genes whose expression was decreased, and 4 genes with opposite regulation (Table 7).

**Table 7:** Genes regulated in the duodenum of mice by *Hfe* deficiency or iron-supplemented diet.

	Gene Symbol	Description	GenBank	FC Hfe^−/−^	FC diet
Increased in Hfe^−/−^ and by diet	*Reg2*	regenerating islet-derived 2	NM_009043	10.34	2.14
	*Alpi*	alkaline phosphatase, intestinal	NM_001081082	2.09	1.71
	*Akr1b8*	aldo-keto reductase family 1, member B8	NM_008012	1.60	4.17
	*Mboat1*	membrane bound O-acyltransferase domain containing 1	NM_153546	1.46	1.81
Increased in Hfe^−/−^ and decreased by diet	*Reg3b*	regenerating islet-derived 3 beta	NM_011036	6.87	−2.13
	*Klk1b27*	kallikrein 1-related peptidase b27	NM_020268	2.22	−1.87
	*Slc38a5*	solute carrier family 38, member 5	NM_172479	2.14	−2.31
Decreased in Hfe^−/−^ and increased by diet	*Defcr20*	defensin related cryptdin 20	NM_183268	−2.69	1.72
Decreased in Hfe^−/−^ and by diet	*Hspb1*	heat shock protein 1	NM_013560	−2.07	−2.17
	*Defcr-rs1*	defensin related sequence cryptdin peptide (Paneth cells)	NM_007844	−1.60	−3.23
	*LOC620017*	PREDICTED: similar to Ig kappa chain V-V region L7 precursor	XM_357633	−1.44	−2.31

FC, fold-change; diet, iron-supplemented diet.

#### Altered expression of iron-related genes in the duodenum

In the duodenum of *Hfe^−/−^* mice, *Hamp2* expression was increased by 2.7-fold using microarray analysis. However, this could not be confirmed by Q-RT-PCR, because *Hamp2* mRNA levels in the samples from wild-type mice and in one *Hfe^−/−^* sample were below the detection threshold. 

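On the duodenum arrays, *Hamp2* had a 2.79-fold higher mean in *Hfe-/-* mice, with log2 signals of 8.23 and 10.89 in *Hfe-/-* mice and 9.50 and 6.66 in wild-type mice. It was detected on 2 of 2 *Hfe-/-* arrays and 1 of 2 wild-type arrays, and the groups overlapped (log2 fold change 1.48, standard error 1.17, adjusted p = 0.898). The wild-type array with the low value, replicate 2, is also the one with low digestive enzyme transcripts. With the mean of the pancreatic enzymes as a covariate, a choice made after the values were seen, the log2 fold change of *Hamp2* is -0.49 (adjusted p = 0.736 from limma). With mice of crossed replicate numbers as a block, also chosen afterwards, *Hamp2* passes (adjusted p = 0.0118). The replicate numbers do not pair mice, so that this last p-value does not measure the spread between mice.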

In mice fed the iron-supplemented diet, the duodenal expression of *Tfrc* was downregulated and that for *Hmox1* was upregulated: both of these results were validated by Q-RT-PCR (Figure 3).

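*Tfrc* had a 1.88-fold lower mean in the duodenum on the iron-supplemented diet, at 8.40 ± 0.22 (SD, n = 3) on the log2 scale against 9.31 ± 0.36 (SD, n = 2), and did not pass limma's test over all probes (adjusted p = 0.151). *Hmox1*, the heme-degrading heme oxygenase 1, had a 2.23-fold higher mean, at 8.33 ± 0.68 (SD, n = 3) against 7.18 ± 0.20 (SD, n = 2), and did not pass either (adjusted p = 0.341). With median scaling in place of quantile normalization, *Tfrc* passes (log2 fold change -0.89, adjusted p = 0.0449).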

**Figure 3:**
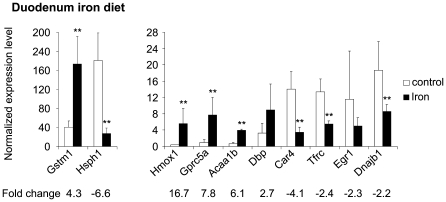
Expression of genes regulated in the duodenum of dietary iron-loaded mice as verified by Q-RT-PCR. Samples from 5 mice fed an iron-supplemented diet and 4 mice fed a control diet were used, and each sample was run in triplicate. (mean±SD). *p<0.05; **p<0.025; ***p<0.01.

#### Confirmation of duodenal microarray results by Q-RT-PCR

Q-RT-PCR analyses were done on duodenal RNA samples from 5 *Hfe^−/−^* mice, 4 wild-type control mice, 5 iron-fed mice and 4 mice fed a standard diet in order to confirm the microarray results. The mRNA expression of a total of 17 different genes was tested and 16 (94.1%) showed concordant results between microarray analysis and Q-RT-PCR (Figures 3 and 4). 

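*Ddb1*, a subunit of a ubiquitin ligase of DNA repair, had a 2.39-fold lower mean on the duodenum arrays of *Hfe-/-* mice. Its log2 signals were 9.06 and 8.32 in *Hfe-/-* mice against 9.50 and 10.39 in wild-type mice (log2 fold change -1.26, standard error 0.36, adjusted p = 0.646). *Ddb1* passes limma's test only with mice of crossed replicate numbers as a block (adjusted p = 0.0185), which was chosen after the values were seen. Replicate numbers do not pair mice, so that this p-value does not measure the spread between mice.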

The sole discrepant result concerned the expression of *Ddb1* that was downregulated according to microarray analysis, while Q-RT-PCR revealed a slight induction (1.25-fold) of expression.

**Figure 4:**
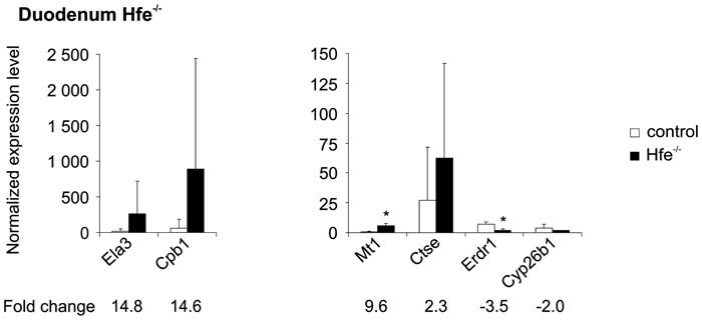
Validation of the duodenal microarray results from *Hfe^−/−^* mice by Q-RT-PCR. The *Hfe^−/−^* and control groups contained samples from 4 mice, and each sample was tested in triplicate. (mean±SD). *p<0.05; **p<0.025; ***p<0.01.

## Discussion

The goal of this study was to explore and compare the genome-wide transcriptome response to *Hfe* deficiency and dietary iron overload in murine liver and duodenum. This approach allowed the identification of genes whose expression is changed during iron overload and those genes whose expression is differentially influenced by lack of Hfe protein. The global transcriptional response to *Hfe* deficiency has been explored previously in the liver and duodenum of two mouse strains [17]. However, it is notable that only a few analogous changes in gene expression are seen when comparing our data with those of the previous study, even for mice of the same genetic background. Two other reports have explored expression of selected genes by using dedicated arrays in *Hfe^−/−^* mice and in mice with secondary iron overload produced by intraperitoneal injection of iron-dextran [19], [20]. In one study, duodenum and liver samples were analyzed using an array of iron-related genes [19]. The results for duodenal gene expression in *Hfe^−/−^* mice have no concordance with ours. Regulation of hepatic gene expression, on the other hand, is similar for several genes, such as *Hamp1*, *Tfrc* and *Mt1*. The second report focused on gene expression in the duodenum [20], and again, there is little concordance between their observations and ours. The lack of agreement between these studies is probably due to differences in the animal models (parenteral vs. enteral iron loading; mouse strains) and in the microarray methodology.

The hepatic expression of acute phase proteins (APPs) can be induced by inflammatory mediators such as interleukin-6. Interestingly, the liver of *Hfe^−/−^* mice has upregulated expression of APPs such as serum amyloids, lipocalins and orosomucoids. 

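Acute phase genes had higher means in *Hfe-/-* liver, most of all in 2 of the 3 mice, while the third lay closer to the wild-type mice. Of 34 genes measured, 0 passed limma's test over all probes in either direction, and 13 were higher and 1 lower when adjusted over the list alone. In all, 27 were positive and 7 negative, with a median log2 fold change of 0.50. *Orm2*, an orosomucoid, had a 3.31-fold higher mean at 11.73 ± 1.02 (SD, n = 3) against 10.01 ± 0.00 (SD, n = 2), with adjusted p = 0.376, and *Orm1* was at 13.36 ± 0.38 (SD, n = 3) against 12.66 ± 0.02 (SD, n = 2), with adjusted p = 0.365. *Hfe-/-* replicate 2 stood apart: *Saa1* was at 14.42, 11.16 and 14.27 in *Hfe-/-* replicates 1 to 3 and at 10.08 and 11.17 in the wild-type mice, and *Saa2* at 13.09, 8.84 and 13.12 against 7.86 and 8.91, while its *Orm2* signal of 10.56 lay above both wild-type mice. The median deviation of the list from its mean over the liver arrays was 0.36, -0.02 and 0.44 in the *Hfe-/-* mice and -0.28 and -0.07 in the wild-type mice. Neutrophil markers had a median log2 fold change of 0.13 over 5 genes (camera adjusted p = 0.56), and Kupffer cell and macrophage markers one of 0.09 over 11 genes (camera adjusted p = 0.02, adjusted p = 0.482 with an estimated correlation). The acute phase list differed from the other genes in camera at adjusted p = 2.2e-12, and at adjusted p = 0.476 with an estimated correlation. Of its members, 20 are in the paper's list from these mice, so the count is not independent evidence. Without them the median is 0.12 (camera adjusted p = 0.253). Those members were picked by SD and fold change on these same arrays, so that a weaker list without them is built in. Without *Hfe-/-* replicate 2, *Orm2* passes the test (log2 fold change 2.31, adjusted p = 0.00029). Leaving out the array that stood apart raises the mean and cuts the spread by construction.

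**Figure D1:**
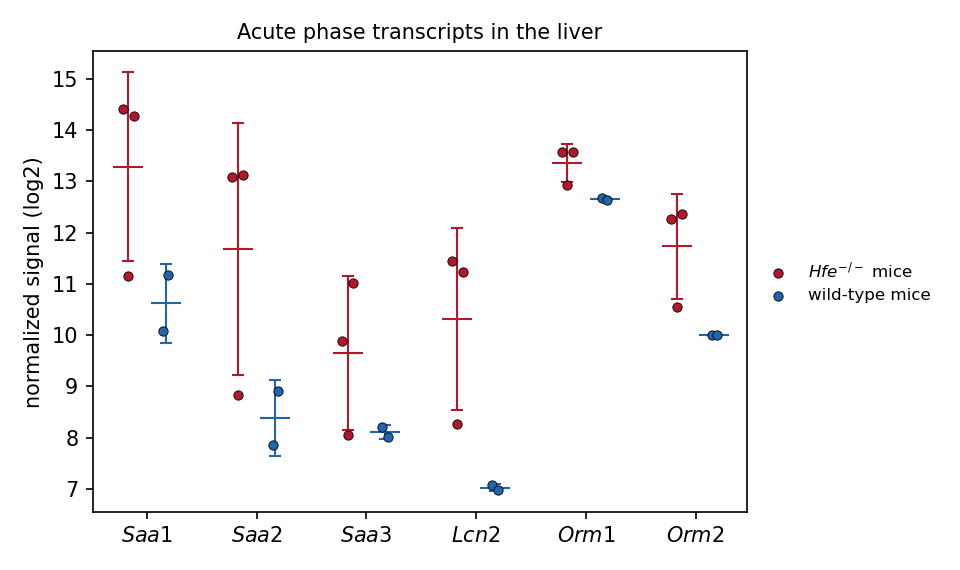
Log2 normalized signals of acute phase genes in the liver of *Hfe-/-* and wild-type mice, with 1 point per array and bars for the mean ± SD (n = 3 and n = 2). The *Saa2* signal of *Hfe-/-* replicate 2, 8.84, lies within the wild-type values of 7.86 and 8.91.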

Notably, the expression of serum amyloid genes (*Saa1*, *Saa2*, *Saa3*) was upregulated in the *Hfe^−/−^* mice compared to being downregulated in dietary iron overload, suggesting that *Hfe* deficiency induces this gene expression by an iron-independent mechanism. However, hepatic interleukin-6 mRNA expression was not significantly changed by *Hfe* deficiency, so the potential involvement of this cytokine in the observed upregulation of APPs remains uncertain.

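The difference between the effect of *Hfe* deficiency and that of the diet was 4.63 on the log2 scale for *Saa1* (standard error 1.35, adjusted p = 0.168), 4.76 for *Saa2* (standard error 1.59, adjusted p = 0.232) and 2.38 for *Saa3* (standard error 0.86, adjusted p = 0.273). None of the 3 differences passed limma's test over all probes. The paper found opposite directions in both kinds of mice, for *Saa1* and *Saa2* also by Q-RT-PCR in a set with other mice too. From them it proposes that *Hfe* deficiency induces the serum amyloid genes by a mechanism that does not depend on iron. Without *Hfe-/-* replicate 2 the 3 differences pass, at 5.69 (*Saa1*, adjusted p = 0.0377), 6.18 (*Saa2*, 0.022) and 3.18 (*Saa3*, 0.0175), and over the probes of highest SD *Saa1* (0.035) and *Saa2* (0.0475) do. Replicate 2 had the lowest *Saa1* and *Saa2* signals of the *Hfe-/-* mice, so that leaving it out widens these differences by construction. Picking probes by their SD over the arrays tested selects on the outcome.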

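The array probe for *Il6* was detected on 0 of the 5 liver arrays. Its log2 signal was 6.46 ± 0.11 (SD, n = 3) in *Hfe-/-* mice and 6.43 ± 0.05 (SD, n = 2) in wild-type mice, at the level of the background, so that *Il6* was not tested.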

Lipocalin2 (human Ngal from neutrophil gelatinase-associated lipocalin) is an APP with antimicrobial properties through a mechanism of iron deprivation by siderophore binding [21]. It can donate iron to various types of cells [22], [23] and seems to be capable of intracellular iron chelation and iron excretion [24]. Furthermore, a recent study has shown that lipocalin2 is an adipokine with potential importance in insulin resistance associated with obesity [25]. 

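On the log2 scale, *Lcn2* was at 11.44, 8.27 and 11.23 in the livers of the 3 *Hfe-/-* mice and at 7.07 and 6.98 in the wild-type mice. On the iron-supplemented diet it was at 8.29, 7.90 and 7.79, against 7.18 and 6.75 on the control diet. The effect of *Hfe* deficiency exceeded that of the diet by 2.26 (standard error 1.00), a difference that did not pass limma's test (adjusted p = 0.389), and without *Hfe-/-* replicate 2 it did, at 3.28 (adjusted p = 0.00058). Replicate 2 had the lowest *Lcn2* signal of the *Hfe-/-* mice, so that this gain is built in. Neutrophil markers, a list that holds *Lcn2*, were higher on the iron-supplemented diet in 2 of 6 genes and lower in 0 (4 higher when adjusted over the list alone), with a median of 0.61 (camera adjusted p = 8.6e-05, adjusted p = 0.297 with an estimated correlation). The neutrophil granule protein *S100a8* was at least 2.39-fold higher on that diet (adjusted p = 0.0175), and it does not pass without iron-supplemented replicate 2 (0.0841), control replicate 1 (0.137) or control replicate 2 (0.0837). The paper's own list holds 4 of these 6 genes, so the count is not independent evidence.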

We observed that *Lcn2* expression is increased in the liver of both *Hfe^−/−^* mice and those with dietary iron overload, suggesting that this induction is iron-related.

Dietary iron overload of the liver led to increased expression of both hepcidin genes (*Hamp1*, *Hamp2*) as previously reported [26], [27], and these results were verified by Q-RT-PCR. 

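Every liver on the iron-supplemented diet had more *Hamp2* and more *Hamp* transcript than either control liver. *Hamp2* was at 13.31, 13.73 and 14.21 on the log2 scale against 10.27 and 10.56, a log2 fold change of 3.34 (standard error 0.23) that passed limma's test in every alternative tried for this comparison. *Hamp* was at 13.59, 13.58 and 13.39 against 12.44 and 12.97, and its call ends when either this lower control, replicate 1, or any of the 3 livers on the iron-supplemented diet is left out.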

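*Hamp* was at 12.82, 12.50 and 12.01 on the log2 scale in the livers of the 3 *Hfe-/-* mice and at 12.71 and 13.15 in those of the 2 wild-type mice, so that the groups overlapped. Its effect in *Hfe-/-* mice was below that of the iron-supplemented diet by a difference of -1.30 (standard error 0.31, adjusted p = 0.0927 from limma). That difference passes without *Hfe-/-* replicate 1 (-1.49, adjusted p = 0.0428) and when adjusted over the probes of highest SD (0.0363). Replicate 1 had the highest *Hamp* signal of the *Hfe-/-* mice, and picking probes by SD selects on the outcome, so that both gains tend to be built in.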

In the liver of *Hfe* ^−/−^ mice, *Hamp1* expression was downregulated as expected [15], [16], [19]. We also examined the levels of *Hamp2* mRNA by Q-RT-PCR and found a -1.92-fold change. The low expression of hepatic *Hamp1* in *Hfe* ^−/−^ mice is likely responsible for the increased iron absorption and low microphage iron content in these mice [15], [16], [19].

Inhibitor of DNA-binding/differentiation proteins, also known as Id proteins, comprise a family of proteins that heterodimerize with basic-helix-loop-helix (bHLH) transcription factors to inhibit their binding to DNA. Several studies have reported that Id proteins have important roles in differentiation, cell cycle and angiogenesis in various cell types [28]. Expression of *Id1*, *2*, and *3* is increased during liver disease, with levels that escalate as liver disease progresses from hepatitis to cirrhosis. In hepatocellular carcinoma, high expression is observed in well-differentiated tumors, and it decreases as the tumor cells become undifferentiated [29]. In light of these findings, it has been suggested that *Id1*, *2*, and *3* may play a role in the early stages of hepatocarcinogenesis. Given that, it is notable that we found that the expression of *Id1*, *2*, *3*, and *4* was increased in the liver of mice with dietary iron overload, but was unaffected in *Hfe* ^−/−^ mice. 

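*Id1* rose 7.21-fold in the liver on the iron-supplemented diet, from 6.79 ± 0.03 (SD, n = 2) to 9.64 ± 0.34 (SD, n = 3) on the log2 scale (adjusted p = 0.00078), and *Id3* rose 3.05-fold, from 7.71 ± 0.24 (SD, n = 2) to 9.32 ± 0.24 (SD, n = 3, adjusted p = 0.0051). *Id2* had a 2.90-fold higher mean, at 9.73 ± 0.63 (SD, n = 3) against 8.19 ± 0.11 (SD, n = 2), and did not pass limma's test over all probes (adjusted p = 0.0531). For *Id4*, the probe with the higher signal had a log2 fold change of 0.31 (standard error 0.07, adjusted p = 0.0885), and another probe, detected on 0 of 2 control arrays, was at least 1.38-fold higher (adjusted p = 0.0134). In *Hfe-/-* mice the log2 fold changes were 0.02 for *Id1* (standard error 0.10, adjusted p = 0.986), -0.21 for *Id2* (standard error 0.16, adjusted p = 0.766) and -0.20 for *Id3* (standard error 0.11, adjusted p = 0.659), and *Id4* was detected on 0 of 5 arrays. The effects of *Hfe* deficiency and of the diet differed for *Id1* by -2.83 (standard error 0.22, adjusted p = 0.0004) and for *Id3* by -1.81 (standard error 0.21, adjusted p = 0.0059), and for *Id2* the difference of -1.74 did not pass (standard error 0.40, adjusted p = 0.0777). The paper recalls that *Id* genes have been proposed to act early in hepatocarcinogenesis and sets beside this that dietary iron overload raised *Id1* to *Id4* in the liver while *Hfe* deficiency left them unaffected. *Id3* (adjusted p = 0.0507) and the second *Id4* probe (0.0594) do not pass without iron-supplemented replicate 2, nor does that *Id4* probe without control replicate 1 (0.116). *Id2* passes without iron-supplemented replicate 1 (1.18, adjusted p = 0.0018), with median scaling (0.00626), with these arrays normalized alone (0.0457), with the authors' values (0.0458), with normexp background correction (0.0275), with no detection filter (0.0172), with the 4 groups sharing the spread (0.0202), with a replicate block (0.0125) and over the probes of highest SD (0.0225). The last alternative selects probes on the outcome.

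**Figure D2:**
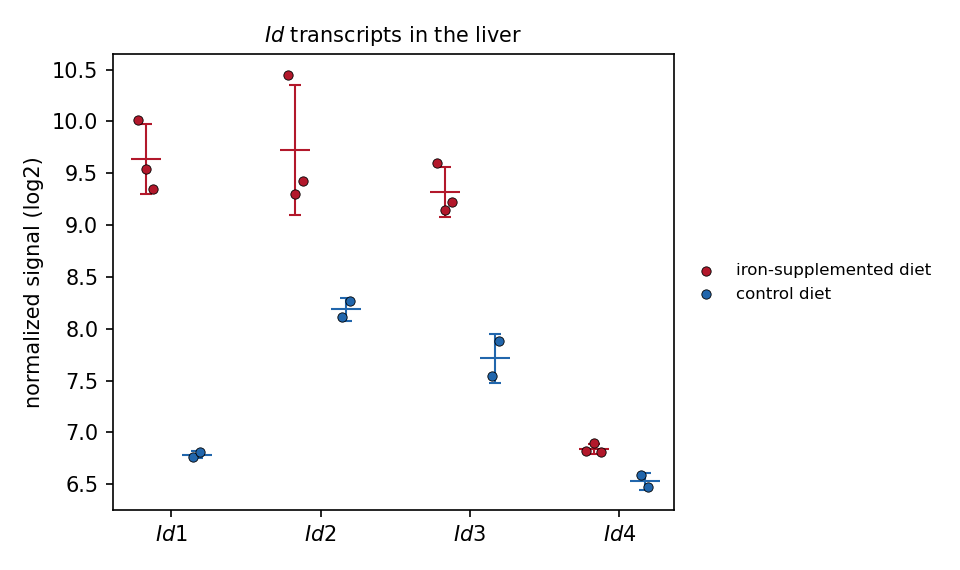
Log2 normalized signals of *Id1*, *Id2*, *Id3* and *Id4* in the liver on the iron-supplemented diet (n = 3) and the control diet (n = 2), with 1 point per array and bars for the mean ± SD. For *Id1* the means are 9.64 and 6.79.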

Increased hepatic expression of *Id1* mRNA has previously been reported in mice fed an iron-supplemented diet [30]. The same study showed upregulation of the gene for bone morphogenetic protein 6 (*Bmp6*) in the same experimental mice. Recent work demonstrates that Bmp6 is a key player in the signalling pathway that controls hepcidin expression [31]. Unexpectedly, upregulation of hepatic *Bmp6* mRNA expression by dietary iron overload was not evident in the current study.

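The liver arrays gave no *Bmp6* signal above background: the probe was detected on 0 of 5 arrays, at 6.32 ± 0.15 (SD, n = 3) on the iron-supplemented diet and 6.19 ± 0.01 (SD, n = 2) on the control diet on the log2 scale. Most target genes of BMP and SMAD signalling rose on that diet. Of 9 measured, 6 were higher and 0 lower at an adjusted p under 0.05 (8 higher when adjusted over the list alone), among them *Id1*, *Id3* and both hepcidin genes, and the median log2 fold change was 0.82. The camera test gave adjusted p = 2.1e-25, and adjusted p = 0.202 with an estimated correlation. Of the 9 genes, 6 are in the paper's list from these mice, so the count is not independent evidence. In the liver of *Hfe-/-* mice, 0 of 7 measured targets passed in either direction over all probes or over the list alone, with 5 negative and a median of -0.17 (camera adjusted p = 0.21, adjusted p = 0.493 with an estimated correlation). Without *Hfe-/-* replicate 1 that list passes at camera's preset correlation, with a median of -0.20 (adjusted p = 0.0457).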

The gene expression of several heat shock proteins was downregulated in the liver and duodenum by both Hfe deficiency and dietary iron overload, with a considerably greater number of these genes downregulated in the liver of *Hfe−/−* mice. 

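*Hsph1* had lower values in all 4 comparisons, and it passed limma's test in both tissues on the iron-supplemented diet. In the liver on that diet it fell 2.11-fold (log2 fold change -1.07, standard error 0.11, adjusted p = 0.0052). In the duodenum of *Hfe-/-* mice its log2 fold change was -0.94 (standard error 0.16, adjusted p = 0.593), and that of the collagen chaperone *Serpinh1* was -1.20 (standard error 0.16, adjusted p = 0.484). *Chordc1*, an Hsp90 co-chaperone, fell by 1.13 in the duodenum on the diet (standard error 0.11, adjusted p = 0.0226), and *Dnajb1*, an Hsp40 protein, fell by 1.34 (standard error 0.19, adjusted p = 0.0449). Of cytosolic heat shock genes, 4 of 29 were lower and 0 higher in the duodenum on the diet (16 lower when adjusted over the list alone), with a median of -0.30. In the liver on the diet, 2 of 27 were higher and 2 lower (2 and 6 when adjusted over the list alone), with a median of -0.09. In the duodenum of *Hfe-/-* mice 0 of 26 passed (1 higher and 6 lower when adjusted over the list alone), with a median of -0.11. Camera gave adjusted p = 5.4e-18 for the duodenum on the diet (0.237 with an estimated correlation), 0.16 for the liver on the diet (0.549) and 0.00022 for the duodenum of *Hfe-/-* mice (0.882). The paper's lists from these mice hold 7, 2 and 2 of the members, so the counts are not independent evidence. The duodenal call of *Hsph1* ends without iron-supplemented replicate 1 or 2, without either control array, with a trended robust fit and over the probes of highest SD. The liver call of *Hsph1* ends without iron-supplemented replicate 2 (adjusted p = 0.054), and the liver list passes without iron-supplemented replicate 1 (median -0.08, adjusted p = 0.0229). In the duodenum, without iron-supplemented replicate 1 or 2 or control replicate 2, *Chordc1* (adjusted p = 0.103, 0.0608 and 0.0892) and *Dnajb1* (0.109, 0.141 and 0.16) do not pass, nor does *Dnajb1* without control replicate 1 (0.0951), with these arrays normalized alone (0.0528), with normexp background correction (0.0651) or with probes detected on every array (0.0502).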

Although these genes are induced under certain stress conditions, such as heat shock and ischemia–reperfusion, their expression is decreased by iron overload [19], [27], [32]. Currently, the physiological implications of this downregulation are unknown.

Our results indicate that disruption of the *Hfe* gene induces the expression of many genes in the duodenum coding for digestive enzymes, such as elastases, carboxypeptidases, trypsins, chymotrypsins, amylases, and lipases. In contrast, feeding mice with an iron-supplemented diet did not affect the expression of any of these genes. 

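All 21 pancreatic digestive enzyme genes measured had higher means in the duodenum of *Hfe-/-* mice than of wild-type mice, with a median log2 fold change of 3.05. None of them passed limma's test over all probes or over the list alone. *Try4*, a trypsin, was at 14.08 ± 1.12 (SD, n = 2) in *Hfe-/-* mice against 10.28 ± 4.84 (SD, n = 2) in wild-type mice (adjusted p = 0.816), and *Cpb1*, a carboxypeptidase, had a log2 fold change of 3.67 (standard error 1.80, adjusted p = 0.781). Wild-type replicate 2 stood apart. There the median deviation of the enzymes from their mean over the 9 duodenum arrays was -4.75, against 0.58 in wild-type replicate 1, 0.34 and 1.74 in the *Hfe-/-* mice, 0.30, 0.45 and 0.24 on the iron-supplemented diet and 0.53 and 0.75 on the control diet. Without wild-type replicate 2, the median log2 fold change of the list is 0.40 (camera adjusted p = 0.0976). Acinar genes that are not digestive enzymes were all positive too, 21 of 21 with a median of 1.40 (camera adjusted p = 1.4e-09, adjusted p = 0.882 with an estimated correlation), and 1 was higher when adjusted over the list alone. *Sycn*, a protein of the zymogen granule, is one of them, with a log2 fold change of 3.30 (standard error 1.83, adjusted p = 0.816). Islet markers had a median of -0.03 over 10 genes (camera adjusted p = 0.42). The camera test gave the enzymes adjusted p = 2.1e-07, and adjusted p = 0.882 with an estimated correlation. In the paper's list from these mice stand 20 of the 21 enzymes and 17 of the 21 acinar genes, so these counts are not independent evidence. The paper also found *Cela3b* (its *Ela3*) and *Cpb1* higher by Q-RT-PCR in a set with other mice too, which was not analysed here. From the higher values in *Hfe-/-* mice, the paper concludes that disruption of *Hfe* induces many duodenal genes of digestive enzymes.

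**Figure D3:**
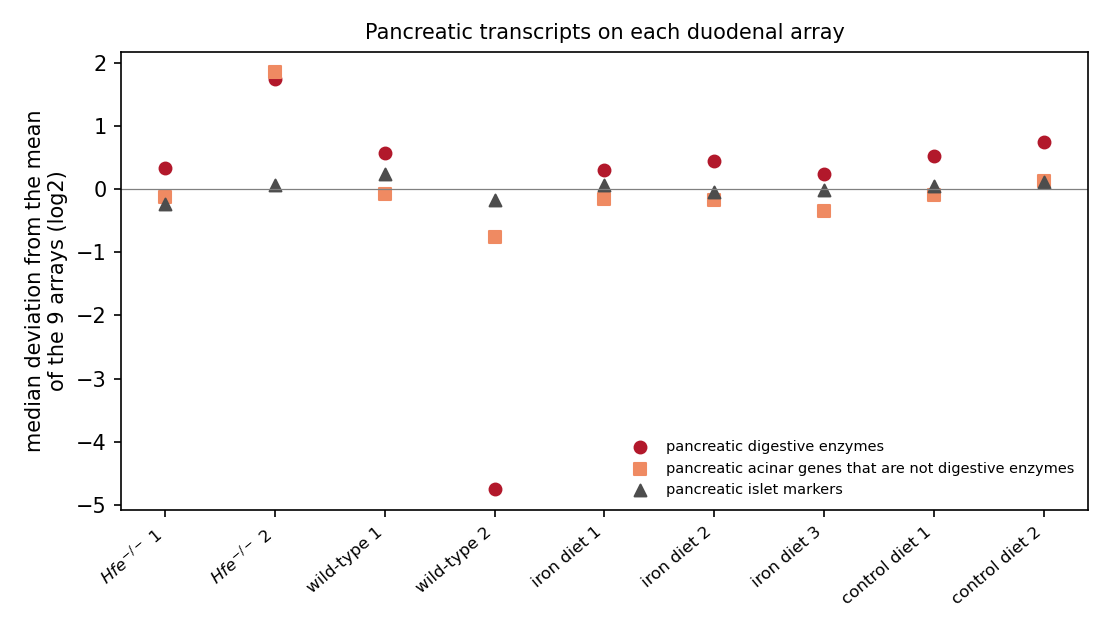
Median deviation of each gene list from its mean over the 9 duodenum arrays, in log2 units, with 1 point per array by group (*Hfe-/-* n = 2, wild-type n = 2, iron-supplemented diet n = 3, control diet n = 2). For the digestive enzymes, wild-type replicate 2 lies at -4.75 and the other 8 arrays lie between 0.24 and 1.74.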

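On the iron-supplemented diet, 0 of 21 digestive enzyme genes passed limma's test in the duodenum over all probes, and 4 were lower when adjusted over the list alone. Of the 21, 17 were negative, with a median log2 fold change of -0.25. The elastase *Cela1* was at 13.93 ± 0.09 (SD, n = 3) on the log2 scale against 14.45 ± 0.11 (SD, n = 2) on the control diet (adjusted p = 0.115), and *Cpb1* had a log2 fold change of -0.48 (standard error 0.12, adjusted p = 0.251). Acinar genes that are not digestive enzymes had 1 of 22 lower and 0 higher (2 lower when adjusted over the list alone), with a median of -0.23 (camera adjusted p = 9.8e-08, adjusted p = 0.304 with an estimated correlation). For the enzymes camera gave adjusted p = 1.6e-07, and adjusted p = 0.304 with an estimated correlation, and the call also ends when the 4 groups share the spread (0.374).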

The upregulation of gene expression for digestive enzymes in *Hfe* ^−/−^ mice is surprising because overexpression of these enzymes has not been associated with HH.

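Cryptdins, the alpha-defensins of Paneth cells, had lower means in the duodenum of *Hfe-/-* mice and went both ways on the iron-supplemented diet, and none passed limma's test. In *Hfe-/-* mice, *Defa20* was at 12.88 ± 0.57 (SD, n = 2) on the log2 scale against 14.32 ± 0.63 (SD, n = 2) in wild-type mice (adjusted p = 0.646), and *Defa24* at 11.19 ± 0.33 (SD, n = 2) against 12.22 ± 0.53 (SD, n = 2, adjusted p = 0.646). On the diet, *Defa39* had a log2 fold change of -0.49 (standard error 0.15, adjusted p = 0.363) and *Defa22* one of 0.58 (standard error 0.13, adjusted p = 0.207). Of 7 Paneth cell antimicrobial genes measured in *Hfe-/-* mice, 7 were negative with a median of -0.74, 0 passed over all probes and 2 were lower when adjusted over the list alone (camera adjusted p = 0.0064, adjusted p = 0.882 with an estimated correlation). On the diet, 7 of 8 were negative with a median of -0.18, 0 passed over all probes and 1 was higher when adjusted over the list alone (camera adjusted p = 0.098, and 0.564 with an estimated correlation). The paper's lists from these mice hold 3 and 1 of the members, so the counts are not independent evidence. Stomach epithelium markers differed between the same arrays, with median deviations of 2.36 and 1.01 in *Hfe-/-* and -0.22 and 2.40 in wild-type mice, and their median log2 fold change of 0.75 turns to -0.32 without wild-type replicate 1. In *Hfe-/-* mice the list's call ends without *Hfe-/-* replicate 1 (median -0.50, adjusted p = 0.314), without wild-type replicate 1 (-0.32, 0.368) and with no detection filter (-0.33, 0.0675), and on the diet the list passes without iron-supplemented replicate 1 (-0.25, 0.0022) or control replicate 2 (-0.27, 0.0379). *Defa20* passes limma's test with the pancreatic enzyme mean as a covariate (adjusted p = 0.0138) and with mice of crossed replicate numbers as a block (0.0115), both chosen after the values were seen. Replicate numbers do not pair mice, so that the p-value of the block does not measure the spread between mice.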

A common feature of the duodenal response to both *Hfe* deficiency and dietary iron overload was the transcriptional repression of genes involved in antimicrobial activities, such as cryptdins. 

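Several MHC class II genes fell in the duodenum of mice on the iron-supplemented diet, where markers of T and NK cells and of B and plasma cells also had mostly lower values. *Cd74*, the invariant chain, fell 2.56-fold, from 11.59 ± 0.36 (SD, n = 2) to 10.24 ± 0.22 (SD, n = 3) on the log2 scale (adjusted p = 0.0413). The class II chains *H2-Aa* and *H2-Ab1* fell 2.46-fold (adjusted p = 0.0366) and 2.07-fold (adjusted p = 0.0226), and *H2-DMb1*, a chain of the peptide exchange factor, fell 2.12-fold (adjusted p = 0.0413). The groups did not overlap for any of the 4 genes. The control-diet mice stood apart from the other duodenum arrays: the median deviation of the class II list from its mean was 0.84 and 0.98 there, 0.01, 0.01 and -0.06 on the iron-supplemented diet, -0.04 and -0.46 in wild-type mice and -0.47 and -0.49 in *Hfe-/-* mice. Between wild-type mice and mice on the control diet, both on standard diets, 5 of 11 genes of the list were lower in wild-type mice and 0 higher, with a median of -1.09 (camera adjusted p = 7.4e-06, adjusted p = 0.677 with an estimated correlation). That count between the groups falls without wild-type replicate 2 or control-diet replicate 1, while the median stays negative. Those groups also differ in their tissue markers: of 14 stomach epithelium markers 6 were higher (median 2.92), of 3 Brunner gland markers all 3 (5.77), and of 30 enterocyte brush border genes 14 were lower and 1 higher (-0.85), in wild-type mice. Each of the 4 genes misses the test without iron-supplemented replicate 1 (*Cd74* adjusted p = 0.13, *H2-Aa* 0.147, *H2-Ab1* 0.0912, *H2-DMb1* 0.13) or control replicate 2 (0.126, 0.0663, 0.0959, 0.16), and 1 or more of them without iron-supplemented replicate 2 (*Cd74* 0.102, *H2-Ab1* 0.0601, *H2-DMb1* 0.0876), iron-supplemented replicate 3 (*Cd74* 0.0796, *H2-Aa* 0.0789, *H2-DMb1* 0.0937) or control replicate 1 (*H2-Aa* 0.0666). The calls also end over the probes of highest SD (0.18 to 0.193) and, for some of the 4, with normexp background correction (0.0557 to 0.0584), with the 4 groups sharing the spread (0.0737 to 0.0831) or with a replicate block (0.0671 to 0.103). The paper states the fall of these genes without further reasoning.

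**Figure D4:**
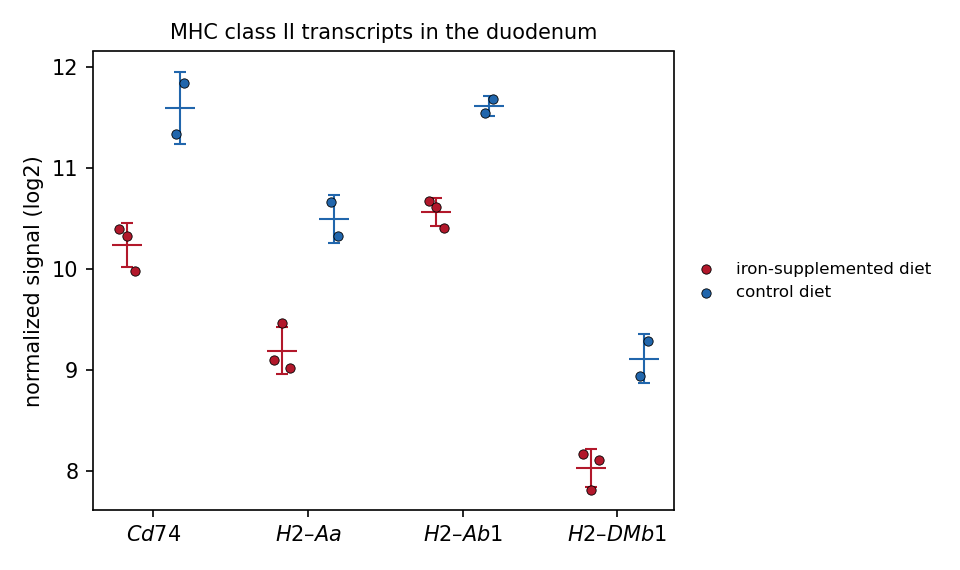
Log2 normalized signals of *Cd74*, *H2-Aa*, *H2-Ab1* and *H2-DMb1* in the duodenum on the iron-supplemented diet (n = 3) and the control diet (n = 2), with 1 point per array and bars for the mean ± SD. For *Cd74* the means are 10.24 and 11.59.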

In mice fed an iron-supplemented diet, there was also a decrease in mRNA expression for genes involved in antigen processing and presentation, such as some genes of the MHC class II family.

The solute carrier molecules constitute a large family of proteins involved in membrane transport of diverse molecules. The gene expression of many family members was affected by *Hfe* deficiency or dietary iron overload. In the duodenum, the expression of the sodium-coupled neutral amino acid transporter *Slc38a5* was induced in *Hfe* ^−/−^ mice and repressed in mice fed an iron-supplemented diet. 

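*Slc38a5* fell 2.26-fold in the duodenum on the iron-supplemented diet, from 9.32 ± 0.23 (SD, n = 2) to 8.15 ± 0.12 (SD, n = 3) on the log2 scale (adjusted p = 0.0226). In *Hfe-/-* mice it had a 2.21-fold higher mean, at 9.51 and 11.61 against 9.75 and 9.07 in wild-type mice, and the groups overlapped (standard error of the log2 fold change 0.67, adjusted p = 0.829). The difference between the effects, 2.32 (standard error 0.74), did not pass limma's test (adjusted p = 0.408), and without *Hfe-/-* replicate 1 it did (3.37, adjusted p = 0.0223). The fall on the diet misses the test without iron-supplemented replicate 1 (adjusted p = 0.0912), 2 (0.07) or 3 (0.0603), without control replicate 2 (0.0695), with the 4 groups sharing the spread (0.579), with a replicate block (0.0696), over the probes of highest SD (0.188) and with the pancreatic enzyme mean as a covariate (0.489), the last chosen after the values were seen.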

In the liver, the expression of *Slc46a3* was upregulated in *Hfe* ^−/−^ mice. This gene belongs to the Slc46 subfamily of heme transporters. It is thus a close relative of *Slc46a1* (also known as *HCP1*), a recently identified, although controversial, heme transporter [33], [34]. 

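*Slc46a3* had a 1.62-fold higher mean in the liver of *Hfe-/-* mice, at 10.83, 10.78 and 11.07 on the log2 scale against 10.15 and 10.25 in wild-type mice. The groups did not overlap, and the log2 fold change of 0.70 (standard error 0.11) did not pass limma's test over the detected probes (adjusted p = 0.14). With no detection filter *Slc46a3* passes (adjusted p = 0.0365).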

The iron transporter Dmt1, encoded by *Slc11a2*, contains an iron-responsive element (IRE) in the 3′UTR of its mRNA. This permits the regulation of *Dmt1* mRNA levels according to the cellular labile iron pool by mediation of the iron regulatory proteins, IRP1 and IRP2. Under iron-replete conditions, IRP activity is reduced rendering the *Dmt1* mRNA vulnerable to degradation. The opposite is true under iron-deficient conditions, which is believed to be the situation inside the enterocytes of HH patients and *Hfe* ^−/−^ mice [35], [36]. Accordingly, in some studies, increased expression of *Dmt1* has been observed in the duodenum of HH patients [37] as well as in *Hfe* ^−/−^ mice [38]. However, we did not find a significant change in the expression of *Dmt1* in the *Hfe* ^−/−^ duodenum. This may be explained by the inability of our microarray probes and PCR primers to discriminate between IRE-positive and IRE–negative transcripts.

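On the duodenum arrays, *Slc11a2* was at 9.29 ± 0.07 (SD, n = 2) on the log2 scale in *Hfe-/-* mice and 9.30 ± 0.12 (SD, n = 2) in wild-type mice. The log2 fold change was -0.01 (standard error 0.12, adjusted p = 0.999 from limma).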

The post-transcriptional regulation of *Tfrc* (transferrin receptor 1) by iron is also mediated through the IRE/IRP system [39]. Tfrc is involved in the uptake of transferrin-bound iron by cells. Analogous to our observations, suppression of *Tfrc* expression in the duodenum [40] and liver [27] of mice fed an iron-supplemented diet, and in the liver of *Hfe^−/−^* mice [19] has been reported previously. 

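In the duodenum, the log2 signal of *Tfrc* was 8.59 ± 0.09 (SD, n = 2) in *Hfe-/-* mice and 8.72 ± 0.35 (SD, n = 2) in wild-type mice, a log2 fold change of -0.12 (standard error 0.19, adjusted p = 0.983 from limma).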

Our microarray analysis indicates that the expression of *Tfrc* was not significantly changed in the duodenum of *Hfe* ^−/−^ mice, a result that agrees with a previous report [19].

Excess free iron increases oxidant production [1]. Subsequently, some antioxidant defense mechanisms are upregulated in order to provide resistance to iron-related toxicity. It is notable from our data that this response is elicited in both liver and duodenum, as seen in the upregulation of glutathione S-transferase genes. 

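Several glutathione S-transferase genes rose in the duodenum on the iron-supplemented diet. *Gstm1* rose 4.28-fold, from 10.52 ± 0.32 (SD, n = 2) to 12.62 ± 0.31 (SD, n = 3) on the log2 scale (adjusted p = 0.0226), and *Gsta3* rose 4.09-fold, from 8.53 ± 0.25 (SD, n = 2) to 10.56 ± 0.21 (SD, n = 3, adjusted p = 0.0192). *Gsta1* and *Gsta2* rose 3.37-fold and 2.76-fold there (adjusted p = 0.0384 for both). In the liver on that diet, *Gsta1* had a log2 fold change of 0.85 (standard error 0.28, adjusted p = 0.189) and *Gsta2* one of 0.82 (standard error 0.25, adjusted p = 0.156), and neither passed limma's test. Other antioxidant genes that NRF2 is known to control had 4 of 23 higher and 0 lower in the duodenum (12 higher and 1 lower when adjusted over the list alone, median 0.38) and 3 of 25 higher and 0 lower in the liver (8 and 2, median 0.21). Their camera adjusted p was 3.6e-22 in the duodenum (0.268 with an estimated correlation) and 8.6e-05 in the liver (0.218), and the paper's lists from these mice hold 4 and 2 of the members. The duodenal calls of *Gstm1* (adjusted p = 0.0897), *Gsta3* (0.0897), *Gsta1* (0.155) and *Gsta2* (0.13) end without iron-supplemented replicate 1 and over the probes of highest SD (0.134 to 0.18). *Gsta1* and *Gsta2* also fail without iron-supplemented replicate 2 (0.079 and 0.0768) or 3 (0.0989 and 0.0739), and *Gsta2* without control replicate 2 (0.0969).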

Interestingly, dietary iron overload seems to induce a stronger response than *Hfe* deficiency, especially in the regulation of enzymes involved in glutathione-related detoxification of reactive intermediates.

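In *Hfe-/-* mice, no gene of glutathione metabolism passed limma's test in either tissue. In the liver, *Gsta2* had a log2 fold change of -0.62 (standard error 0.19, adjusted p = 0.416), and *Gstt2* one of 0.67 (standard error 0.10, adjusted p = 0.123). In the duodenum, *Gsta3* had one of 0.79 (standard error 0.30, adjusted p = 0.701), and *Gpx2*, a glutathione peroxidase, one of -0.83 (standard error 0.19, adjusted p = 0.641). Of 26 glutathione genes in the liver, 2 were higher and 5 lower when adjusted over the list alone (median -0.11, camera adjusted p = 0.36, adjusted p = 0.592 with an estimated correlation), and of 28 in the duodenum 0 were (median -0.10, camera adjusted p = 0.83). The effect of *Hfe* deficiency in the liver was below that of the diet by a difference of -1.21 for *Gstm1* (standard error 0.17, adjusted p = 0.0105) and of -1.17 for *Gstm6* (standard error 0.19, adjusted p = 0.0246). In the duodenum the difference for *Gstm1* was -1.84 (standard error 0.27) and did not pass (adjusted p = 0.138). From the larger changes on the diet, the paper proposes that dietary iron overload induces a stronger antioxidant response than *Hfe* deficiency. At camera's preset correlation the liver list in *Hfe-/-* mice passes with median scaling (median -0.12, adjusted p = 0.0379) and against all 4 control arrays (-0.07, 0.0046), the latter chosen after the values were seen.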

In conclusion, *Hfe* deficiency results in increased gene expression of hepatic APPs and duodenal digestive enzymes. In contrast, dietary iron overload causes a more pronounced change of gene expression responsive to oxidative stress.

## Materials and Methods

### Ethics Statement

The animal protocols were approved by the Animal Care and Use Committees of Saint Louis University and the University of Oulu (permission No 102/05).

### Animal care and animal models

Five male C57BL/6 mice homozygous for a disruption of the *Hfe* gene and 4 male wild-type control mice were fed a standard rodent diet (250 ppm of iron) and sacrificed at approximately 10 weeks of age. The generation of the *Hfe^−/−^* mice has been described elsewhere [13]. In addition, 5 male C57BL/6 mice fed an iron-supplemented diet (2% carbonyl iron) and 4 male control mice fed a standard diet (200 ppm of iron) for 6 weeks were used [27]. The mice with dietary iron overload had a hepatic iron concentration that was approximately 2.5 times higher than the *Hfe^−/−^* mice. The duodenum and liver samples were immediately collected from anesthetized mice and immersed in RNAlater solution (Ambion, Huntingdon, UK).

### RNA isolation

Total RNA extraction and quality control have been described previously [27].

### Microarray analysis

All microarray data reported in the present article are described in accordance with MIAME guidelines, have been deposited in NCBI's Gene Expression Omnibus public repository [41], and are accessible through GEO Series accession number GSE17969 [42]. Microarray experiments were performed in the Finnish DNA Microarray Centre at Turku Centre for Biotechnology using Illumina's Sentrix Mouse-6 Expression Beadchips. Duodenal and liver RNA samples from 3 *Hfe^−/−^* mice and 3 mice with dietary iron overload were used. As controls, RNA samples from the duodenum and liver of 4 wild-type mice (2 controls of the *Hfe^−/−^* mice and 2 controls of the mice with dietary iron overload) were used. All 10 samples were analyzed individually. The amplification of total RNA (300 ng), *in vitro* transcription, hybridization and scanning have been described before [27].

### Data analysis

Array data were normalized with Chipster (v1.1.1) using the quantile normalization method. Quality control of the data included non-metric multidimensional scaling, dendrograms, hierarchical clustering, and 2-way clustering (heat maps). These analyses showed that data from one of the three duodenal samples from *Hfe^−/−^* mice were highly divergent from the other two. Thus, this sample was excluded from further analyses. The data were then filtered according to the SD of the probes. The percentage of data that did not pass through the filter was adjusted to 99.4%, implicating a SD value of almost 3. At this point, statistical analysis was performed using the empirical Bayes t-test for the comparison of 2 groups. Due to the small number of samples, the statistical results were considered as orientative and thus no filtering was applied to the data according to p-values. The remaining 280 probes were further filtered according to fold-change with ±1.4 as cut-off values for up- and down-regulated expression, respectively. The functional annotation tool DAVID (Database for Annotation, Visualization and Integrated Discovery) [43], [44] was used to identify enriched biological categories among the regulated genes as compared to all the genes present in Illumina's Sentrix Mouse-6 Expression Beadchip. The annotation groupings analyzed were: Gene Ontology biological process and molecular functions, SwissProt Protein Information Resources keywords, SwissProt comments, Kyoto Encyclopedia of Genes and Genomes and Biocarta pathways. Results were filtered to remove categories with EASE (expression analysis systematic explorer) scores greater than 0.05. Redundant categories with the same gene members were removed to yield a single representative category.

### Quantitative Reverse-Transcriptase PCR

For this analysis, duodenal and liver RNA samples from 5 mice of each experimental group (*Hfe^−/−^* and dietary iron overload) and 4 mice from each control group (wild-type and normal diet) were used. Exceptionally, for the analysis of mRNA expression in the duodenum of *Hfe^−/−^* mice, only 4 samples were used. RNA samples (5 µg) were converted into first strand cDNA with a First Strand cDNA Synthesis kit (Fermentas, Burlington, Canada) using random hexamer primers. The relative expression levels of target genes in the duodenum and liver were assessed by Q-RT-PCR using the LightCycler detection system (Roche, Rotkreuz, Switzerland). The reaction setup, cycling program, standard curve method and primer pairs for *Angptl4*, *Dnajb1* and *Tfrc* have been described before [27]. Mouse *Hamp1* and *Hamp2* primers have also been characterized previously [26]. The primer sets for the other target genes (Dataset S5) were designed using Primer3 [45], based on the complete cDNA sequences deposited in GenBank. The specificity of the primers was verified using NCBI Basic Local Alignment and Search Tool (BLAST) [46]. To avoid amplification of contaminating genomic DNA, both primers from each set were specific to different exons, when possible. Each cDNA sample was tested in triplicate. The mean and SD of the 3 crossing point (Cp) values were calculated for each sample and a SD cutoff level of 0.2 was set. Accordingly, when the SD of the triplicates of a sample was greater than 0.2, the most outlying replicate was excluded and the analysis was continued with the two remaining replicates. Using the standard curve method, the Cp values were then transformed by the LightCycler software into copy numbers. The expression value for each sample was the mean of the copy numbers for the sample's replicates. This value was normalized by dividing it by the geometric mean of the 4 internal control genes, an accurate normalization method [47]. The normalization factor was always considered as a value of 100 and the final result was expressed as relative mRNA expression level.

### Statistical analyses

We performed statistical analyses of the microarray data using the empirical Bayes t-test for the comparison of 2 groups, and the p-values are shown in supplementary datasets S1-S4. For the Q-RT-PCR results, we used the Mann-Whitney test to evaluate differences in group values for *Hfe^−/−^* mice vs. wild-type mice and mice with dietary iron overload vs. untreated mice. Due to the small sample sizes, the statistical significance is only considered as orientative. Values are expressed as mean±SD.

## Supporting Information

Dataset S1 List of genes differentially expressed in the liver of Hfe knockout mice
(0.04 MB XLS)

Dataset S2 List of genes differentially expressed in the liver of mice fed an iron-supplemented diet
(0.05 MB XLS)

Dataset S3 Genes whose expression was altered in the duodenum of Hfe knockout mice
(0.05 MB XLS)

Dataset S4 Genes whose expression was affected in the duodenum of mice fed an iron-supplemented diet
(0.04 MB XLS)

Dataset S5 Sequences of the primers used in the Q-RT-PCR experiments performed in this study
(0.06 MB DOC)

# Supplementary material for: Global Transcriptional Response to Hfe Deficiency and Dietary Iron Overload in Mouse Liver and Duodenum
**Source:** PLoS One. 2009 Sep 29;4(9):e7212. doi: 10.1371/journal.pone.0007212
**Supplement:** Dataset S5 — Sequences of the primers used in the Q-RT-PCR experiments performed in this study (0.06 MB DOC)

Dataset S1. Sequences of the RT-PCR primers used in this study

| **Symbol** | **Name** | **GenBank Accession No.** | **Forward primer (5'-3')** | **Reverse primer (5'-3')** |
| --- | --- | --- | --- | --- |
| *Acaa1b* | acetyl-Coenzyme A acyltransferase 1B | NM_146230 | TGTCCCAGAGAGGGAACCA | CCTGCTTCTGCCGTGAAAC |
| *Acot3* | acyl-CoA thioesterase 3 | NM_134246 | ACTTTGAGGAAGCTGTGACC | CGCCGATGTTGGATATAGAG |
| *Cp* | ceruloplasmin | NM_001042611 | CAGCCGTAGAGGTGGAATG | TAAACTGGCGATACACAACC |
| *Cpb1* | carboxypeptidase B1 (tissue) | NM_029706 | GGTTTCCACGCAAGAGAG | GTTGACCACAGGCAGAACA |
| *Creld2* | cysteine-rich with EGF-like domains 2 | NM_029720 | GAACGAGACCCACAGCATC | CCACATCCACACAGGCATC |
| *Ctse* | cathepsin E | NM_007799 | CACACCCAGTATTCCATCCA | ATCCACAGTCAACCCTTCCA |
| *Cyp26b1* | cytochrome P450, family 26, subfamily b, polypeptide 1 | NM_175475 | CAAGCTCGGCAGATCCTTCA | ACTCCAGGGTTCCATCCTTC |
| *Cyp2c54* | cytochrome P450, family 2, subfamily c, polypeptide 54 | NM_206537 | TATTGGTGGGACAGAGTCAA | CATTTGTATAGGGCATGTGG |
| *Cyp4a14* | cytochrome P450, family 4, subfamily a, polypeptide 14 | NM_007822 | CAAGACCCTCCAGCATTTCC | CCCAGAACCACCTTCACATAG |
| *Dbp* | D site albumin promoter binding protein | NM_016974 | TGAGGAACAGAAGGATGAGAAG | ACAGCACGGTAGTGGGACAG |
| *Egr1* | early growth response 1 | NM_007913 | AGCGGCGGTAATAGCAGCA | GGGATAACTCGTCTCCACCA |
| *Ela3* | elastase 3, pancreatic | NM_026419 | TGCCTGTGGTGGACTATGAA | CAGCCCAAGGAGGACACAA |
| *Erdr1* | erythroid differentiation regulator 1 | NM_133362 | TTTCTCTGTGGGCGTGAATG | GCAGGCTTCCTACCTTGTG |
| *Gprc5a* | G protein-coupled receptor, family C, group 5, member A | NM_181444 | AGAGCTATGGTGTGGAGAA | CTGAAAATGGGTGGAATAAG |
| *Gstm1* | glutathione S-transferase,  mu 1 | NM_010358 | ACGCCTTCCCAAACCTGA | GGGCCTACTTGTTACTCCA |
| *Hmox1* | heme oxygenase  (decycling) 1 | NM_010442 | CAGAGGAACACAAAGACCAGA | CCAACAGGAAGCTGAGAGTG |
| *Hsd3b5* | hydroxy-delta-5-steroid dehydrogenase, 3 beta- and steroid delta-isomerase 5 | NM_008295 | GTGAGCTGTACCTGCCTTCA | GCACCAACATTCGGACAATC |
| *Hsph1* | heat shock 105kDa/110kDa protein 1 | NM_013559 | TCACCATCTCCACGGCTTC | GCTTCACTGTTGTCTTGCTG |
| *Id2* | inhibitor of DNA binding 2 | NM_010496 | ACCACCCTGAACACGGACA | CTCCTGGTGAAATGGCTGA |
| *Id3* | inhibitor of DNA binding 3 | NM_008321 | ATCTCCAAGGACAAGAGGAG | AGGCGTTGAGTTCAGGGTAA |
| *Lcn2* | lipocalin 2 | NM_008491 | CAATGTCACCTCCATCCTG | CTGGTTGTAGTCCGTGGTG |
| *Ltf* | lactotransferrin | NM_008522 | CGGAGAAGTATCTGGGAAAG | ACAGCAGGGAGTGAGGAGA |
| *Mt1* | metallothionein 1 | NM_013602 | CCTCACTTACTCCGTAGCTC | GCACTTGCAGTTCTTGCAG |
| *Rsad2* | radical S-adenosyl methionine domain containing 2 | NM_021384 | TGGTGCCTGAATCTAACC | TTCTTCCACGCCAACATC |
| *Saa1* | serum amyloid A 1 | NM_009117 | CATTTGTTCACGAGGCTTTC | CGAGCATGGAAGTATTTGTC |
| *Saa2* | serum amyloid A 2 | NM_011314 | TGGTCTTCTGCTCCCTGCTC | GTATTTGTCTCCATCTTTCCAG |
| *Slc46a3* | solute carrier family 46, member 3 | NM_027872 | GTGTGACCAAAACAAAAGCAG | CCCAGAGAGCCAAGAGATG |

How the deposited data were processed for this re-analysis (not part of the article)

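Gene expression was measured on Illumina Sentrix Mouse-6 arrays in liver and duodenum of male C57BL/6 mice. There were 19 arrays, 1 per mouse and tissue, so that replicates are individual mice and RNA was not pooled. In liver, 3 *Hfe-/-* mice are set against 2 wild-type mice, and 3 mice on the iron-supplemented diet against 2 on the control diet. In duodenum, 2 *Hfe-/-* mice are set against 2 wild-type mice, and 3 mice on the iron-supplemented diet against 2 on the control diet. The condition of each array was taken from its sample title, and replicate numbers were not taken to pair mice. The paper takes liver and duodenal RNA from the same mice; the labels do not say which liver and duodenum arrays share a mouse, and tests of liver against duodenum treat all arrays as independent. The paper gives an age of about 10 weeks for *Hfe-/-* and wild-type mice alike, while the sample labels give 10 to 12 weeks for *Hfe-/-* and 13 to 14 weeks for wild-type mice in liver, 10 to 11 and 12 to 13 weeks in duodenum, and 16 to 18 weeks for all mice of the diet experiment. In the *Hfe* experiment the label ages rise by 1 week from array to array within a tissue, so that it is open whether they are real ages. If they are, every *Hfe-/-* mouse is younger than every wild-type mouse of the same tissue and age cannot be separated from genotype; age was not fitted.

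The deposited signal file holds mean bead intensity per probe on a linear scale, which the authors had neither background-subtracted nor normalized. Each intensity has a detection p-value, which came from the scanner software before the authors deposited it and sets the signal against the negative control beads of the array. The version of that software is not given in the sources used here. The values in the deposited matrix are on the log2 scale, and the authors had quantile-normalized them in Chipster within each comparison. Their correlation with the intensity of the same probe was between 0.987 and 1.00 in liver and between 0.00596 and 0.0111 in duodenum. In *Hfe-/-* liver the signals of replicate 1 had a correlation of 1.00 with the matrix values of replicate 2, and those of replicate 2 with the matrix values of replicate 1, against 0.987 with their own. Which of these mice is replicate 1 is therefore open; the numbers of the signal file were kept, and the group means do not depend on them. The duodenal matrix values do not follow their probe identifiers and were used only for summaries that need no probe name. Values reported at the claims come from the signal file, except those stated to use the authors' normalized values.

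The signal file has 46643 entries for 46632 distinct probes, and the entries of the 11 duplicated identifiers were averaged. Of the probes, 29976 have 1 gene symbol, 10 have several and 16646 have none. Symbols of 29933 probes were updated through their RefSeq accession, which changed 11 of them. Intensity was brought to log2 and quantile-normalized over all arrays of a tissue, without background correction. Probes with a detection p under 0.05 on at least 2 arrays of a comparison were tested in R 4.3.3 with limma 3.58.1 (lmFit and eBayes), on the difference of the group means. Files were read with data.table 1.17.8. All p-values are from the moderated statistic of limma unless another test is named, and adjusted p-values are Benjamini-Hochberg values over the probes of the comparison, with a threshold of 0.05. The same fit was used for the difference between the *Hfe* effect and the diet effect in each tissue, for wild-type against control-diet mice, and for the difference of an effect between liver and duodenum, the last adjusted over the named genes measured in both tissues. Where a gene was undetected on the arrays of a group, the signal there was raised to the lowest detected signal of the array where it lay below, and the fold change is given as a lower bound.

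The rule of the study was applied as well: the 0.6% of all probes with the highest SD over the arrays of the comparison, of which those with at least a 1.4-fold change. Within each group, the Pearson correlation was taken over all probes. Genes named in the text follow a rule with 4 parts. These are every gene that the text or Fig. 1 to 4 of the paper names for a comparison; the 6 largest rises and 6 largest falls past the threshold whose groups do not overlap, filled from detected probes with at least a 1.4-fold change in order of unadjusted p; up to 4 members of each list that passed, had at least 3 members past the threshold or belongs to a claim; and *Hfe*. Values in the paper's own tables were known when the rule was written. For each gene the probe with the highest mean over the arrays of the tissue was used, and the probe of the study's table beside it where that differs.

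Altogether 44 gene lists were written by hand from general knowledge, before the data were examined but after the tables of the paper had been read. Lists that hold genes of those tables are not independent of these samples. They cover acute phase proteins, cytosolic heat shock proteins, ER chaperones, MHC class II, interferon, glutathione and NRF2 target genes, drug-metabolising P450 genes, PPAR alpha targets, fatty acid and cholesterol synthesis, bile acid, glucose and glycogen metabolism, hepatic genes higher in males or in females, STAT5 feedback, sex-linked genes, iron, BMP, metallothionein, circadian, immediate early and cell cycle genes. They also cover markers of erythrocytes, macrophages, neutrophils, T and NK cells, B and plasma cells, stellate cells and fibroblasts, endothelium, cholangiocytes, hepatocytes, pancreatic enzymes, other acinar genes, kallikreins, islets, stomach, Brunner glands, Paneth cells, Reg genes, goblet cells, enterocytes, enteroendocrine cells and crypt cells. Lists with at least 5 measured members were tested with limma camera at its preset correlation of 0.01, adjusted over the lists of a comparison, and their members past the threshold were counted.

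The number of detected probes per array was between 12846 and 14369 in liver and between 13936 and 16965 in duodenum. Median signals were between 69.4 and 118.6 against column minima between 39.2 and 64.0, so that low signals sit close to background and their fold changes are compressed. The procedure was tested on simulated data with the sizes of the 4 comparisons, with 100 probes changed by 1 and 100 by 2 on the log2 scale. It called 86 and 100 of these in the liver *Hfe* design, 94 and 99 in the liver diet design, 41 and 75 in the duodenum *Hfe* design and 85 and 98 in the duodenum diet design. Unchanged probes were called 9, 8, 3 and 10 times in these designs. The noise was normal and independent between probes, without arrays that deviate over many genes, so that these rates may not apply to the real arrays.

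The following alternatives were set before the data were examined: quantile normalization within the comparison, median scaling, normexp background correction (nec with an offset of 16), the authors' matrix values, no detection filter, detection on every array, the spread shared by all 4 groups, a replicate block, eBayes with trend and robust, adjustment over the 0.6% of probes with the highest SD, and each array left out in turn. Camera was repeated with an estimated correlation and without the genes of Datasets S1 to S4, and list values were repeated with the mean over all probes of a gene. An estimated correlation rests on few arrays and leaves few degrees of freedom, so that hardly any list can pass. A call lost there does not show that a list stayed still. Genes of the datasets were picked by SD and fold change on these same arrays, so that lists without them tend to be weaker by construction. Taking the probes with the highest SD over the arrays tested selects on the outcome, and the spread is then estimated from these variable probes alone. Calls gained or lost in that alternative therefore do not tell how firm a change is. The rule of the study was repeated with the SD over all arrays of the tissue, with the fold change alone and with the 0.6% taken among detected probes, and the Pearson correlation over detected probes, on linear signals and without normalization. A block for the physical array chip was not run, since no source used here names the chip of an array. Chosen only after seeing the data were *Hfe-/-* mice against all 4 controls in each tissue, a crossed replicate block in the duodenum, the mean of the pancreatic enzymes as a covariate in both duodenal comparisons, and the counts by the rule of the study in named genes. No comparison has at least 3 arrays in both groups, so splits of the arrays were not counted. The duodenal *Hfe-/-* array that the authors excluded, the Q-RT-PCR measurements and the iron measurements were not analysed here.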

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

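The tests without wild-type replicate 2, of the lower *Hfe-/-* array in duodenum, of the lowest *Hfe-/-* array in liver and of histone genes outside the region around *Hfe* were chosen only after the results they bear on were seen.

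Digestive enzyme transcripts had a median log2 fold change of 3.05 in the duodenum of *Hfe-/-* mice against wild-type mice. The paper also reports higher *Cela3b* (its *Ela3*) and *Cpb1* by Q-RT-PCR in a set with other mice too, not analysed here. On the arrays the median was 0.40 without wild-type replicate 2, so that a single wild-type array with few pancreatic transcripts may account for most of the difference there. Pancreatic tissue in the samples in different amounts could produce such an array. Acinar genes that are not digestive enzymes went with the enzymes, all with higher means in *Hfe-/-* mice, as such tissue would give. Islet markers had a median deviation of −0.16 on that array and a median of 0.06 over the other arrays. Their levels overlap between arrays, so that islet markers cannot decide. Pancreatic tissue in different amounts cannot be told apart here from a difference within the duodenum. An effect of the lack of Hfe cannot be told apart from variation between mice either, because with 2 arrays the lower *Hfe-/-* array lay at −0.41 relative to the highest of the 4 control arrays, less than the SD of 0.99 between the *Hfe-/-* arrays.

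Acute phase transcripts had a median log2 fold change of 0.50 over 34 genes in *Hfe-/-* against wild-type liver, none of them past limma's threshold, and the camera call of the list ended with an estimated correlation (adjusted p = 0.476). The lowest *Hfe-/-* array lay at −0.0467 relative to the highest of the 4 liver control arrays, with an SD of 0.25 between the *Hfe-/-* arrays, so that an effect of the lack of Hfe in every mouse cannot be told apart from a response of some mice. More immune cells in the liver could add such transcripts; neutrophil markers had a median log2 fold change of 0.13, between the bounds of 0.1 and 0.3 set for the test, and macrophage markers of 0.0916, under the lower bound, and this source cannot be told apart from a response of the liver cells. Infection or inflammation of single mice was not tested.

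No gene close to *Hfe* passed limma's threshold in either tissue of *Hfe-/-* mice (lowest adjusted p 0.278 in liver and 0.605 in duodenum), and 6 of 18 had opposite signs in liver and duodenum. The mean product of the liver and duodenum statistics of limma over these 18 genes was 2.17, against a median of 0.13 and a 95th percentile of 1.18 over 418 windows, of which 2 were at or above it. This mean is consistent with DNA around the disrupted gene that differs from the wild-type mice. Of the 18 genes, 12 are histone genes. Without the 2 largest products, *H2bc9* with 24.3 and *H2bc7* with 13.6, the mean was 0.0712, while no products were left out of the other windows. Histone transcripts that move together wherever their genes lie cannot be told apart from such DNA. The 20 histone genes outside the region had a mean product of 1.11, but most of them lie on the chromosome of *Hfe*. The 5 on another chromosome had −0.07 and are few. A genome-wide response shared by both tissues cannot be told apart from none with a correlation of 0.0719 over 7725 genes, between the bounds set for that test.

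The *Hfe* effect and the diet effect differed for 145 probes in liver, of which 71 were higher and 74 lower, by limma's test of the difference itself. The number was 80 without *Hfe-/-* replicate 3, 62 without wild-type replicate 2, 62 without iron-supplemented diet replicate 2 and 11 without control diet replicate 1. In duodenum the effects differed for 1 probe by the same test, for 0 without *Hfe-/-* replicate 2, with 1778 probes at an unadjusted p under 0.05, and for 32 without *Hfe-/-* replicate 1, 30 without wild-type replicate 1, 8 without wild-type replicate 2, 7 without iron-supplemented diet replicate 2 and 10 without control diet replicate 1.

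Between tissues, the effect of *Hfe* deficiency in liver minus that in duodenum was −1.27 on the log2 scale for *Gsta1* (adjusted p = 0.0112), −0.86 for *Tfrc* (adjusted p = 0.0112), 1.66 for *Khk* (adjusted p = 0.000664) and 1.01 for *Psmb8* (adjusted p = 0.00144) in limma's test of the difference. Without liver wild-type replicate 2 the adjusted p was 0.0572 for both *Gsta1* and *Tfrc*. For the diet the difference was positive for *Hamp2* (4.18, adjusted p = 3.9e-07), *Id1* (3.17, 3.9e-07), *Egr1* (3.01, 0.00309), *H2-Aa* (2.14, 0.000252), *Cd74* (2.07, 0.00116), *Id3* (1.76, 3.68e-05), *H2-Ab1* (1.73, 0.00293), *Zfp36l1* (1.58, 0.000687), *Igtp* (1.40, 0.000561), *Hsph1* (1.33, 0.0108), *Dnajb1* (0.73, 0.0257) and *Chordc1* (0.53, 0.00773). It was negative for *Cyp4a10* (−0.81, 0.0244). For *Cyp2b10* (2.81, 4.39e-05) and *Akr1b8* (−1.13, 0.00773) the value is not an exact difference, because both were undetected on the 2 liver arrays of the control diet and the liver change is measured from a background signal. The paper takes liver and duodenum from the same mice, which these tests treat as independent arrays. The genes compared are those named in the text, and many were named for large changes on these same arrays. The p-values were adjusted over those genes alone, so that they tend to be too low. *Dnajb1* had an adjusted p of 0.0564 without liver iron-supplemented diet replicate 2, 0.06 without liver iron-supplemented diet replicate 3, 0.0861 without liver control diet replicate 1 and 0.0721 without duodenum control diet replicate 1, and *Cyp4a10* of 0.0564, 0.052 and 0.109 without the same liver arrays and 0.0983 without duodenum control diet replicate 2.

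The paper does not compare wild-type mice with control-diet mice, which differ in experiment and chow and, by the sample labels, in age. In liver 480 probes differed between them in limma's test, 260 higher and 220 lower in wild-type mice; the number was 99 without wild-type replicate 1, 19 without wild-type replicate 2, 11 without control diet replicate 1 and 55 without control diet replicate 2. In duodenum 799 probes differed, 352 higher and 447 lower, and 175 without wild-type replicate 2, 36 without control diet replicate 1 and 70 without control diet replicate 2. Stomach epithelium markers had a median difference of 2.92 on the log2 scale over 14 genes, 6 of them past the threshold, and Brunner gland markers of 5.77 over 3 genes, all 3 past it. Without wild-type replicate 2 the median was 1.19 for 10 stomach markers and 3.68 for 2 Brunner gland markers, and without wild-type replicate 1 it was 2.44 and 4.38. Lower in wild-type duodenum past the threshold were 14 of 30 enterocyte brush border genes (median −0.85), 8 of 22 interferon-response genes (−0.71), 5 of 11 MHC class II genes (−1.09), 5 of 12 mucosal Reg family genes (−1.12) and 5 of 9 T cell and NK cell markers (−0.83). The medians of these 5 lists stayed negative without any 1 of the 4 arrays, but without wild-type replicate 2 the numbers past the threshold were 2, 3, 0, 1 and 2, and without control diet replicate 1 they were 0, 0, 0, 1 and 0. The digestive enzymes had a median of −2.70 that rests on wild-type replicate 2, with 0.00 without it and −5.32 without wild-type replicate 1. With an estimated correlation no list passed camera's test between these groups in duodenum (lowest adjusted p 0.677), a test that hardly any list can pass on so few arrays.

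A signal without a gene symbol, ILMN_2417233, was undetected in wild-type mice and at least 14.7-fold higher in *Hfe-/-* liver (adjusted p = 2.43e-06, 3 of 3 mice) and at least 4.12-fold higher in *Hfe-/-* duodenum (adjusted p = 0.0294, 2 of 2 mice). In duodenum the call ends with median scaling (adjusted p = 0.332), with a replicate block (0.0931) and over the probes of highest SD (0.752), and ILMN_2417233 is not tested without either *Hfe-/-* array. Another probe without a symbol, ILMN_1213448, was 2.25-fold higher in *Hfe-/-* liver (adjusted p = 0.0481, 3 of 3 mice). The call of ILMN_1213448 ends without *Hfe-/-* replicate 1 (adjusted p = 0.0857) or 2 (0.0522), without wild-type replicate 1 (0.0949) or 2 (0.206), when only the comparison's arrays are normalized together (0.073), with normexp (0.0512), with the authors' matrix values (0.0736), with detection on every array (0.0898) and over the probes of highest SD (0.134). On the iron-supplemented diet, hepatic genes higher in males had a median log2 fold change of −1.05 in liver and hepatic genes higher in females of 0.53, and the paper discusses neither group.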

How the results depend on the processing

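The alternatives with all 4 controls, with the crossed replicate block and with the pancreatic enzyme covariate, and the counts of named genes, are tests chosen only after the results were seen. With 2 or 3 arrays per group, leaving out an array often leaves a lone sample, which is then assumed to vary like the other arrays. Signals near background limit what low transcripts can show. The probes of highest SD are selected on the outcome and supply the spread themselves, so that calls gained or lost among them do not tell how firm a change is. Unless stated, the cause of a change was not tested.

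In *Hfe-/-* liver 4 probes passed limma's threshold. This became 1 with quantile normalization within the comparison (1278 at an unadjusted p under 0.05), with normexp and with the authors' matrix values, 10 with median scaling, 25 without the detection filter, 0 with detection on every array (1034 at an unadjusted p under 0.05), 8 with the spread shared by 4 groups, 9 with the replicate block and 11 with trend and robust. Leaving out 1 array gave from 1 (without wild-type replicate 2) to 16 (without *Hfe-/-* replicate 2), with 2 without *Hfe-/-* replicate 1 and 12 without wild-type replicate 1.

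In liver on the diet the 317 probes became 482 without the detection filter and, with fewer probes tested, 158 among those with the highest SD. Leaving out 1 array gave from 23 (without iron-supplemented diet replicate 2) to 438 (without iron-supplemented diet replicate 1), with 171 without iron-supplemented diet replicate 3, 41 without control diet replicate 1 and 142 without control diet replicate 2. For the difference of both effects in liver (145) the range was from 11 to 208. Between the liver control groups (480) the count was 1010 without the filter, 848 with a shared spread, 815 with trend and robust and 153 among the highest SD, and from 11 to 99 with 1 array left out.

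In *Hfe-/-* duodenum 1 probe passed. In limma this became 0 with median scaling, detection on every array, the replicate block and the highest SD alone, where 240, 1002, 682 and 7 probes had an unadjusted p under 0.05; it was 61 with the crossed block and 135 with the enzyme covariate. Leaving out 1 array gave from 0 (without *Hfe-/-* replicate 1, 950 at an unadjusted p under 0.05 in limma, or *Hfe-/-* replicate 2, 1053) to 35 (without wild-type replicate 1), with 11 without wild-type replicate 2. In duodenum on the diet the 69 probes became 107 with median scaling, 45 with normexp, 109 without the filter, 44 with a shared spread, 41 with the block, 105 with trend and robust and 0 among the highest SD (69 at an unadjusted p under 0.05 in limma). Leaving out 1 array gave from 0 (without iron-supplemented diet replicate 1, 1124 at an unadjusted p under 0.05 in limma) to 126 (without control diet replicate 1), with 35, 31 and 26 without iron-supplemented diet replicates 2 and 3 and control diet replicate 2. For the difference of both effects in duodenum (1) the count was 9 with trend and robust and 0 with detection on every array, the block and the highest SD, where 1201, 1158 and 33 probes had an unadjusted p under 0.05 in limma, and from 0 to 32 with 1 array left out. Between the duodenal control groups (799) it was 1278 with median scaling, 1245 with normexp, 1805 with a shared spread, 1395 with trend and robust and 65 among the highest SD, and from 36 to 1098 with 1 array left out.

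The rule of the study kept 182 and 245 probes in liver and 236 and 214 in duodenum, for *Hfe* and diet. With the SD over the tissue it kept 100 in *Hfe-/-* liver, 137 in *Hfe-/-* duodenum and 111 in duodenum on the diet; the fold change alone, with more probes allowed, kept 491 in liver on the diet and 697 and 490 in duodenum; the 0.6% among detected probes, with fewer allowed, kept 65, 86, 95 and 86. Counted in named genes, without probes that have no symbol, it kept 140 in *Hfe-/-* duodenum and 83 in duodenum on the diet. The Pearson correlation on linear signals was 0.987 in *Hfe-/-*, 0.984 in wild-type, 0.992 in iron-supplemented and 0.994 in control-diet liver, and 0.925 in *Hfe-/-* and 0.856 in wild-type duodenum. Over detected probes alone it was 0.991 in iron-supplemented and 0.993 in control-diet liver and 0.959 in wild-type duodenum, and *Hfe-/-* duodenum had 0.963 without normalization and with median scaling. Of 16 genes, 4 differed between liver and duodenum in their *Hfe* effect, from 2 (without liver wild-type replicate 2) to 5 (without duodenum *Hfe-/-* replicate 2) with 1 array left out; for the diet 15 of 23 did, and from 13 to 18 with 1 array left out.

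The numbers 1 and 2 of *Hfe-/-* liver are swapped between the signal and the matrix file; results without *Hfe-/-* liver replicate 1 or 2 and the block use those of the signal file. The replicate block and the crossed block rest on numbers that do not pair mice, so that their p-values do not measure the spread between mice. Deviations of same-numbered arrays had correlations of −0.02 and −0.15 for liver *Hfe*, 0.022 and 0.027 for liver diet, −0.46 for duodenum *Hfe* and 0.15 and −0.20 for duodenum diet.

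Of 4707 values of single genes under an alternative, 260 lost the threshold, 268 gained it, 18 reversed and 4161 stayed on their side of it; of 2586 values of gene lists the numbers were 143, 107, 2 and 2334, and of 2367 differences of effects 64, 63, 2 and 2238. The sign changed in 31 values of single genes, 187 of gene lists and 107 differences of effects; a change counts as reversed only where a gene's value exceeded its standard error or a list had passed the threshold. With an estimated correlation camera lost every call of a list, all 10 in *Hfe-/-* liver, all 15 in liver on the diet, all 11 in *Hfe-/-* duodenum and all 22 in duodenum on the diet. With so few arrays that test has few degrees of freedom and hardly any list can pass it. These losses therefore do not tell lists that moved from lists that did not.

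Reversed values on the log2 scale were, in *Hfe-/-* liver, *Ccnd1* from −0.772 (without wild-type replicate 1) to 0.0670 (without wild-type replicate 2), and against all 4 controls *Ccnd1* 0.238, *G6pc* −0.138, *Id2* 0.0245, *Ppp1r3c* −0.277 and *Zap70* 0.0264. In *Hfe-/-* duodenum they were *Gal* from −0.0598 to 3.10 and *Psmb10* from −0.0875 to 0.835 (lowest without *Hfe-/-* replicate 2, highest without *Hfe-/-* replicate 1), *Ctse* from −0.0311 (without wild-type replicate 1) to 1.98 (without wild-type replicate 2), *Psmb10* −0.145 against all 4 controls, and with the enzyme covariate *Cela3b* −0.0943, *Cpa1* −0.151, *Erp27* −0.0534, *Hamp2* −0.493, *Psmb10* −0.0772, *Sycn* −0.169 and *Try4* −0.206. On the diet they were the circadian clock output list in liver with 0.0117 without members in the datasets, and in duodenum *Scd2* from −0.0682 (without control diet replicate 1) to 0.753 (without control diet replicate 2) and the pancreatic digestive enzymes with 0.0152 under the covariate. The covariate is the mean of the digestive enzyme list itself. Changes of that list and of enzymes such as *Cela3b*, *Cpa1* and *Try4* shrink under it by construction. Their reversals there say nothing about how firm the changes are. Among differences of effects, *Alpi* (*Hfe* minus diet, duodenum) ranged from −0.0979 (without control diet replicate 1) to 0.844 (without control diet replicate 2) and *Hamp2* (*Hfe*, liver minus duodenum) from −2.79 (without duodenum wild-type replicate 1) to 0.0510 (without duodenum wild-type replicate 2).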

Differences from the paper's values

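Of the values below, the counts of named genes come from a choice made after seeing the values, and the other tests do not. The counts use the paper's thresholds, but they are counts of probes, where the paper counts genes. Counted in distinct named genes, without the probes that have no gene symbol, each of the 5 counts that differ comes within 1.5 times the paper's; this was chosen after seeing the values, and it drops some of the genes that the paper's datasets list. Lower in *Hfe-/-* duodenum were 59 probes, where the paper gives 30; of the alternatives set before the data were examined, the SD over all arrays of the tissue (34) falls within 1.5 times the paper's value, while quantile normalization within the comparison (58), median scaling (46), normexp (48), the fold change alone (264) and the 0.6% among detected probes (16) do not. Of these 59 probes 38 have no symbol, and the rest stand for 21 named genes, a count chosen after seeing the values that drops 11 of 27 dataset genes. Lower in duodenum on the diet were 154 probes, where the paper gives 59; the SD over the tissue (83) and the 0.6% among detected probes (69) come within that range, while quantile normalization within the comparison (155), median scaling (141), normexp (187) and the fold change alone (302) do not. Of these 154 probes 106 have no symbol, and the rest stand for 43 named genes, a count chosen after seeing the values that drops 14 of 54 dataset genes. Higher in liver in both models were 18 probes, where the paper gives 11; median scaling (16), the SD over the tissue (15) and the 0.6% among detected probes (8) come within that range, while quantile normalization within the comparison (17), normexp (17), the authors' matrix values (17) and the fold change alone (25) do not. Of these 18 probes 4 have no symbol, and the rest stand for 12 named genes, a count chosen after seeing the values that drops 2 of 11 dataset genes. Lower in duodenum in both models were 14 probes, where the paper gives 3; the 0.6% among detected probes (2) comes within that range, while quantile normalization within the comparison (13), median scaling (9), normexp (9), the SD over the tissue (17) and the fold change alone (39) do not. Of these 14 probes 12 have no symbol, and the rest stand for 2 named genes, a count chosen after seeing the values that drops 2 of 3 dataset genes. Changed in opposite directions in duodenum were 15 probes, where the paper gives 4; none of quantile normalization within the comparison (16), median scaling (18), normexp (25), the SD over the tissue (37), the fold change alone (61) and the 0.6% among detected probes (2) comes within that range. Of these 15 probes 11 have no symbol, and the rest stand for 4 named genes, a count chosen after seeing the values that drops 1 of 5 dataset genes.

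The paper reports lower *Hamp2* in *Hfe-/-* liver by Q-RT-PCR, in a set with other mice too; on the arrays its log2 fold change was 0.11. The paper counts the change of *Slc11a2* (*Dmt1*) in liver on the diet as a false positive by Q-RT-PCR; on the arrays it fell by 0.92 on the log2 scale and passed limma's threshold (adjusted p = 0.00299). The change of *Foxq1* in *Hfe-/-* liver, which the paper counts likewise, was −1.34 and passed with the replicate block alone (adjusted p = 0.0105). The paper reports *Saa1*, *Saa2*, *Lcn2*, *Orm1* and *Orm2* as higher in *Hfe-/-* liver. For *Saa1*, *Saa2* and *Lcn2* it also gives Q-RT-PCR, in a set with other mice too. All 5 had higher means here and missed limma's threshold. They passed it without *Hfe-/-* replicate 2 (adjusted p = 0.0166, 0.00349, 4.19e-05, 0.0259 and 0.00029), and *Lcn2* also among the probes with the highest SD (0.0173). Replicate 2 had the lowest *Saa1*, *Saa2* and *Lcn2* signals of the *Hfe-/-* mice. Leaving it out raises their means and cuts their spread by construction, so that these passes do not settle the difference from the paper. The paper has *Id2* and *Cp* higher in liver on the diet, also by Q-RT-PCR in a set with other mice too. Here *Id2* had a log2 fold change of 1.54 and *Cp* of 0.64. *Cp* missed limma's threshold under every alternative. *Id2* missed it (adjusted p = 0.0531) but passed with quantile normalization within the comparison (0.0457), median scaling (0.00626), normexp (0.0275), the authors' matrix values (0.0458) and no detection filter (0.0172). It also passed with a shared spread (0.0202), the block (0.0125), the highest SD alone (0.0225) and without iron-supplemented diet replicate 1 (0.00179). The paper has cryptdins lower in duodenum in both models; on the diet 7 of 8 Paneth cell genes had lower means, none passed limma's threshold, and *Defa22* had a log2 fold change of 0.58. For the duodenal digestive enzymes the paper sees no effect of the diet; their median log2 fold change was −0.25, 0 genes passed limma's threshold and camera gave an adjusted p of 1.6e-07, which ended with an estimated correlation. By arrays and by Q-RT-PCR in a set with other mice too, the paper has *Tfrc* lower and *Hmox1* higher in the duodenum on the diet. Both had the same direction here. *Hmox1* missed limma's threshold under every alternative, and *Tfrc* passed it with median scaling alone (adjusted p = 0.0449). Of 182 fold changes of named genes that the paper's datasets also give, 166 were within 5 percent of the paper's and 0 differed by both over 1.5 times and more than the replicate SD.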

Other observations

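None of the tests below was chosen only after the result was seen, except the median deviations per array, which are descriptive. The gene lists were written after the paper's tables from these mice had been read, so that lists holding genes of those tables are not independent evidence.

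Liver genes that differ between the sexes changed on the iron-supplemented diet in mice that were all male. Of 20 measured hepatic genes higher in males, all 20 had lower values on the diet, 10 of them past limma's threshold and 16 of them in the study's datasets (camera adjusted p = 1.22e-37, and 0.287 with an estimated correlation). The median deviation of the list was −0.34, −0.63 and −0.81 in the mice on the diet, 0.34 and 0.23 in those on the control diet, and between 0.13 and 0.34 in the *Hfe-/-* and wild-type mice. *Elovl3* fell by 2.26 on the log2 scale (adjusted p = 0.0121), *Susd4* by 1.72, *Hsd3b5* by 1.71 (adjusted p = 0.0105), *C6* by 1.52 (adjusted p = 0.00568) and *Slco1a1* by 1.13 (adjusted p = 0.00304). *Cyp4a12a* had a log2 fold change of −1.82 and missed the threshold (adjusted p = 0.0654). Without control diet replicate 1 the adjusted p was 0.106 for *Elovl3*, 0.101 for *Hsd3b5* and 0.06 for *C6*, and without iron-supplemented diet replicate 2 it was 0.1 for *Elovl3* and 0.0782 for *Hsd3b5*. Of 18 hepatic genes higher in females, 17 had higher values, 8 of them past the threshold, and 8 of the 18 are in the study's datasets (camera adjusted p = 7.92e-27, and 0.202 with an estimated correlation). STAT5 and GH feedback genes had 1 member higher and 2 lower among 14 (camera adjusted p = 0.108), and the 4 measured sex-linked genes had a median of 0.09 with none past the threshold. In *Hfe-/-* liver the medians were −0.01 for the male and −0.02 for the female list, and no member passed.

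Immediate early genes had a median log2 fold change of 0.43 over 20 genes in liver on the diet, 16 of them positive and 2 past limma's threshold (camera adjusted p = 4.62e-11, and 0.337 with an estimated correlation). *Csrnp1* (1.67, adjusted p = 0.000231) and *Dusp1* (1.11, adjusted p = 0.0462) passed; *Dusp1* missed the threshold without iron-supplemented diet replicate 2 (0.134) or 3 (0.077) and without control diet replicate 1 (0.0733) or 2 (0.163), and *Csrnp1* passed in each of these. In duodenum on the diet the same list had a median of −0.09 over 24 genes, 18 of them negative and none past limma's threshold (camera adjusted p = 1.13e-05, and 0.304 with an estimated correlation). Genes of cholesterol synthesis had medians of 0.21 over 19 genes in liver (camera adjusted p = 2.6e-05) and 0.26 over 18 in duodenum (camera adjusted p = 2.33e-07) on the diet, with 17 positive in each tissue, and of −0.20 over 19 in *Hfe-/-* liver (camera adjusted p = 0.00181). With an estimated correlation these calls of the cholesterol list ended, at adjusted p = 0.202, 0.304 and 0.592, and its members past limma's threshold were 2, 1 and 0. *Lss* rose by 0.59 in liver on the diet (adjusted p = 0.0215), and the adjusted p was 0.0594 and 0.0629 without iron-supplemented diet replicates 2 and 3 and 0.182 and 0.0741 without control diet replicates 1 and 2.

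PPAR alpha target genes had 5 members higher and 1 lower among 25 in liver on the diet (camera adjusted p = 0.0002) and 2 higher among 23 in duodenum (median 0.30, camera adjusted p = 1.66e-09), and both calls ended with an estimated correlation (adjusted p = 0.549 and 0.304). Circadian genes in liver on the diet had 2 higher and 1 lower among 14 (camera adjusted p = 0.0333, and 0.719 with an estimated correlation); *Bhlhe40* rose by 1.22 (adjusted p = 0.00387, and 0.053 without iron-supplemented diet replicate 2) and *Rgs16* by 2.29 (adjusted p = 0.0135, and 0.097 without iron-supplemented diet replicate 2 and 0.115 without control diet replicate 1). Between the 2 control groups in liver the circadian list had 7 higher and 1 lower in wild-type mice among 15 (camera adjusted p = 3.4e-16, and 0.585 with an estimated correlation). The number of all probes past the threshold between these groups falls without any 1 of their arrays. Bile acid genes had 1 higher and 2 lower among 19 in liver on the diet, *Cyp7a1* with −1.47 (adjusted p = 0.0103, and 0.0901 without iron-supplemented diet replicate 2 and 0.0682 without control diet replicate 1), and camera called no direction (adjusted p = 0.365). Glucose and glycogen genes had 3 lower among 16 there (camera adjusted p = 0.498), and in *Hfe-/-* liver a median of 0.22 over 15 genes, 14 of them positive and none past limma's threshold (camera adjusted p = 8.2e-07, and 0.418 with an estimated correlation); *G6pc* had 1.28 and missed the threshold (adjusted p = 0.278). Mucosal Reg family genes had 4 members higher among 8 in liver on the diet (median 0.96, camera adjusted p = 7.48e-10, and 0.232 with an estimated correlation), and 6 of the 8 are in the study's dataset.

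For other lists in liver on the diet the median was 0.14 for metallothioneins, 0.03 for cell cycle genes, 0.25 for 4 erythrocyte markers, 0.11 for stellate cell and fibroblast markers, 0.12 for endothelial, 0.03 for 4 cholangiocyte and −0.04 for hepatocyte markers, and of these cell cycle genes had 1 member higher and erythrocyte markers 1 lower. In *Hfe-/-* liver cell cycle genes had a median of −0.24 over 14 genes, none past limma's threshold (camera adjusted p = 0.00423, and 0.493 with an estimated correlation).

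In duodenum on the diet the median log2 fold change was −0.60 over 6 kallikrein genes (camera adjusted p = 2.16e-05), −0.22 over 11 goblet cell markers (0.000335), −0.19 over 8 crypt cell markers (0.00295) and −0.10 over 16 enteroendocrine markers (0.00231), of which 1 enteroendocrine marker passed limma's threshold. With an estimated correlation these 4 calls ended, at an adjusted p of 0.268 for enteroendocrine markers and 0.304 for the others. Enterocyte genes had a median of 0.0082 over 31 genes with 1 higher, stomach markers of −0.0048 over 11 and Brunner gland markers of −0.13 over 3, none past the threshold. In *Hfe-/-* duodenum 8 kallikrein genes had a median of 0.92, all 8 positive and 6 of them in the study's dataset (camera adjusted p = 2.69e-07, and 0.882 with an estimated correlation), 22 stomach markers of 0.75 (camera adjusted p = 0.161; −0.32 without wild-type replicate 1), 15 of them in the study's datasets, and 5 Brunner gland markers of −0.06; none of these genes passed the threshold. The median deviation of the stomach markers was 2.36 and 1.01 in the *Hfe-/-* mice, −0.22 and 2.40 in the wild-type mice and between −1.13 and −0.999 on the 5 arrays of the diet experiment.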
